# Heat shock protein 90 inhibition attenuates inflammation in models of atopic dermatitis: a novel mechanism of action

**DOI:** 10.3389/fimmu.2023.1289788

**Published:** 2024-01-11

**Authors:** Hakim Ben Abdallah, Anne Bregnhøj, Gautam Ghatnekar, Lars Iversen, Claus Johansen

**Keywords:** Hsp90, atopic dermatitis, RGRN-305, small molecule, keratinocytes, MC903 mouse model

## Abstract

**Background:**

Heat shock protein 90 (HSP90) is an important chaperone supporting the function of many proinflammatory client proteins. Recent studies indicate HSP90 inhibition may be a novel mechanism of action for inflammatory skin diseases; however, this has not been explored in atopic dermatitis (AD).

**Objectives:**

Our study aimed to investigate HSP90 as a novel target to treat AD.

**Methods:**

Experimental models of AD were used including primary human keratinocytes stimulated with cytokines (TNF/IFNγ or TNF/IL-4) and a mouse model established by MC903 applications.

**Results:**

In primary human keratinocytes using RT-qPCR, the HSP90 inhibitor RGRN-305 strongly suppressed the gene expression of Th1- (*TNF*, *IL1B*, *IL6*) and Th2-associated (*CCL17*, *CCL22, TSLP)* cytokines and chemokines related to AD. We next demonstrated that topical and oral RGRN-305 robustly suppressed MC903-induced AD-like inflammation in mice by reducing clinical signs of dermatitis (oedema and erythema) and immune cell infiltration into the skin (T cells, neutrophils, mast cells). Interestingly, topical RGRN-305 exhibited similar or slightly inferior efficacy but less weight loss compared with topical dexamethasone. Furthermore, RNA sequencing of skin biopsies revealed that RGRN-305 attenuated MC903-induced transcriptome alterations, suppressing genes implicated in inflammation including AD-associated cytokines (*Il1b, Il4, Il6, Il13*), which was confirmed by RT-qPCR. Lastly, we discovered using Western blot that RGRN-305 disrupted JAK-STAT signaling by suppressing the activity of STAT3 and STAT6 in primary human keratinocytes, which was consistent with enrichment analyses from the mouse model.

**Conclusion:**

HSP90 inhibition by RGRN-305 robustly suppressed inflammation in experimental models mimicking AD, proving that HSP90 inhibition may be a novel mechanism of action in treating AD.

## Introduction

Atopic dermatitis (AD) is a common inflammatory skin disorder characterised by erythematous, scaly and itchy skin that imposes a high disease burden on patients and the healthcare system, affecting up to 20% of children and up to 5% of adults (1–3). AD is associated with atopic comorbidities (e.g., food allergy, allergic rhinitis and asthma), but other comorbidities have been reported including cardiovascular and neuropsychiatric disorders (4, 5). Although the multifactorial pathophysiology remains to be fully explored, the mechanisms underlying AD implicate a complex interaction of components involving skin barrier dysfunction, immune dysregulation, altered skin microbiome and genetic predisposition (6). Recent molecular insights into the disease mechanisms have revealed significant pathways and novel targets, enabling the vast ongoing drug development and the recent approval of therapeutics targeting IL-4, IL-13 and JAK1/2 (7). Nonetheless, some groups of patients do not achieve satisfactory long-term control or tolerate current treatments, highlighting the pressing need for novel treatments.

Heat shock protein 90 (HSP90) is a common chaperone that folds and supports the activity of client proteins including proteins involved in inflammation. Hence, HSP90 inhibition may be a wide-ranging approach targeting different inflammatory pathways, representing a novel mechanism of action for treating inflammatory skin diseases. In accordance, HSP90 inhibition demonstrated significant alleviation of skin inflammation in preclinical studies of psoriasis, irritative contact dermatitis and epidermolysis bullosa acquisita (8–11). The anti-inflammatory effects of HSP90 inhibition have also been demonstrated in several experimental models beyond dermatology including rheumatoid arthritis, systemic sclerosis, systemic lupus erythematous, encephalomyelitis and colitis (12–17). This suggests that HSP90 plays an important role in modulating inflammation. Recently, two recent proof-of-concept studies revealed that orally administered HSP90 inhibitor (RGRN-305) led to marked improvements in psoriasis (open-label study; n=13) and hidradenitis suppurativa (randomised controlled trial; n=15) (18, 19). Another recent study revealed that HSP90 serum levels were 2.79-fold increased (P > 0.001) in AD patients (n = 27) compared with healthy controls (n = 70) and correlated with disease severity (20). Yet, to the best of our knowledge, no studies have explored the effects of HSP90 inhibition in atopic dermatitis. Therefore, our study aimed to investigate HSP90 as a novel target for treating atopic dermatitis using experimental models.

## Materials and methods

### HSP90 inhibitor

Regranion (Mount Pleasant, SC, USA) kindly provided the HSP90 inhibitor RGRN-305 (MW = 443 g/mol), formerly named Debio 0932/CUDC-305, which inhibits HSP90α/β (IC50 ~ 0.1 μM).

### Cell culture and experiments

Primary normal human epidermal keratinocytes (NHEKs) were isolated from nine healthy donors as described previously (21). The keratinocytes were plated in 6-well plates and cultured in keratinocyte SFM (Gibco, ThermoFisher Scientific, Waltham, MA, USA) supplemented with growth factors and 5 µg/ml Gentamicin (Gibco) at 37°C in a humidified incubator containing 5% CO_2_ until 60-70% confluency. Subsequently, the keratinocytes were starved for 24 hours in keratinocyte SFM medium without growth factors before the initiation of experiments. After 2 hours of preincubation with vehicle (0.2% ethanol diluted in water), RGRN-305 (5 µM) or dexamethasone (0.1 µM; Sigma-Aldrich, Burlington, MA, USA), the keratinocytes were stimulated with TNF (10 ng/mL; PeproTech, London, UK) in combination with IFNγ (10 ng/mL; PeproTech) or IL-4 (50 ng/mL; PeproTech) for up to 24 hours to induce an AD-like phenotype (22–24). The used concentration of RGRN-305 was based on previous concentration studies demonstrating anti-inflammatory properties and low toxicity in stimulated NHEKs (8, 10).

### Human samples

Four-millimetres punch biopsies from six AD patients were collected from lesional and non-lesional skin and stored in liquid nitrogen until RNA isolation.

### RNA isolation from NHEKs

Keratinocytes were washed with phosphate-buffered saline (PBS; Gibco) followed by RNA extraction using SV 96 Total RNA Isolation System (Promega, Madison, WI, USA) per the manufacturers’ instructions. NanoDrop 2000 Spectrophotometer (ThermoFisher) was used to determine the RNA concentration and purity.

### RNA isolation from punch biopsies

Punch biopsies were stored in 750 µL RNAlater-ICE (ThermoFisher) at -80°C for 20 minutes and overnight at -20°C. Then, the biopsies were added to 175 µL SV RNA lysis buffer with β-mercaptoethanol (SV Total RNA Isolation System; Promega) followed by homogenization using TissueLyser (Qiagen, Hilden, Germany). The remaining steps including RNA purification and DNase treatment were conducted following the manufacturer’s instructions.

### Reverse transcription-quantitative PCR

cDNA was generated using total RNA, TaqMan Reverse Transcription Reagents with random hexamers (ThermoFisher) and Peltier Thermal Cycler-200 (MJ Research Inc, Waltham, MA, USA) following the manufacturer’s instructions. Real-time PCR was carried out with 20 ng cDNA per 20 µL reaction in StepOnePlus Real-Time PCR system (ThemoFisher) using TaqMan Universal PCR Master Mix, primers and probes (ThermoFisher) for *TNF* (Hs00174128_m1), *IL1B* (Hs01555410_m1), *IL6* (Hs00174131_m1), *TSLP* (Hs00263639_m1), *CCL17* (Hs00171074_m1), *CCL22* (Hs01574247_m1), *HSPA1A* (Hs00359163_s1), *HSPB1* (Hs00356629_g1), *Il1b* (Mm00434228_m1), *Il4* (Mm00445259_m1), *Il6* (Mm00446190_m1), *Il13* (Mm00434204_m1), *RPLP0* (Hs99999902_m1) and *Gapdh* (Mm99999915_m1). Three technical replicates for each sample underwent real-time PCR; 2 minutes at 50°C and 10 minutes at 95°C followed by 40 cycles of 15 seconds at 95°C and 1 minute at 60°C. The standard curve method with StepOne Software v2.1 and reference genes (*RPLP0* and *Gapdh)* were used to obtain normalised relative expression levels of target genes (25).

### Protein isolation from NHEKs

PBS-washed keratinocytes were added to cell lysis buffer with cOmplete Protease Inhibitor Cocktail and phenylmethylsulphonyl fluoride (Sigma-Aldrich). The lysate was centrifuged at 13,000 g for 3 minutes followed by collection of the supernatant containing the protein extract. The protein concentration was determined by Bradford Protein Assay.

### Western blot

A total of 20 µg protein extract for each sample was loaded on 10% mini-PROTEAN TGX PreCast Gel (Bio-Rad, Hercules, CA, USA) and separated by gel electrophoresis using Mini Trans-Blot Cell (Bio-Rad). The subsequent protein blotting onto nitrocellulose membranes was performed with Trans-Blot Turbo Transfer System (Bio-Rad). Membranes were incubated overnight at 4°C with the following primary antibodies from Cell Signaling Technology Danvers, MA, USA (catalog#): P-STAT1 (#9167), P-STAT3 (#9145) P-p65 (#3033), and P-STAT6 (#56554). After washing, the membranes were incubated with HRP-conjugated anti-rabbit IgG antibody (Cell Signaling Technology; catalog#7074) at room temperature for 1 hour. Protein bands were detected with an enhanced chemiluminescence (ECL) reaction using Clarity Western ECL Substrate (Bio-Rad) and digitally imaged with C-DiGit Blot Scanner (LI-COR, Lincoln, NE, USA). To normalize the protein expression to β-actin levels, the membranes were stripped and reprobed with an anti-β-actin antibody (A1978; Sigma-Aldrich), which was detected by HRP-conjugated anti-mouse IgG (p0447; Dako, Glostrup, Denmark). Relative intensities of bands were quantified by densitometric analyses using Image Studio Digits Version 3.1 (LI-COR).

### Mice

Female Balb/cAnNRj (8 weeks old) mice were purchased from Janvier Labs (Le Genest-Saint-Isle, France), and housed in animal facilities at 19-25°C with 12-hour light/dark cycles and free access to laboratory rodent diet and water. The mice had at least 1 week acclimation period before the experiments started.

### Atopic dermatitis mouse model

Mice were randomly divided to receive: vehicle and drug-vehicle (negative control); MC903 (MedChemExpress, Monmouth Junction, NJ, USA) and drug-vehicle (disease control); MC903 and topical or oral RGRN-305 (RGRN-305 treatment groups); or MC903 and topical dexamethasone (positive control; purchased from Sigma-Aldrich). Four to eight mice were allocated to each group, totalling 76 mice for all experiments.

To induce AD-like skin inflammation, 1 or 2.5 nmol of MC903 in 25 µL absolute ethanol was topically applied once daily to the ventral and dorsal surface of the right ear for six consecutive days. After MC903 challenge, the mice were treated with topical RGRN-305 (1 mg in 25 µL ethanol), oral RGRN-305 (100 mg/kg), topical dexamethasone (20 nmol in 25 µl ethanol), or drug-vehicle (topical ethanol or oral 5% kleptose [HPB, Roquette Pharma, Lestrem, France]). The topical treatments were applied 2 hours post-MC903 challenge, whereas the oral treatments were administered by oral gavage immediately post-MC903 challenge. At the end of the experiment on day 9, clinical photos of the ears were taken and the mice were euthanised by cervical dislocation. Two punch biopsies (4 mm) from the ear were collected for RNA isolation and histological assessment. Ear thickness, the primary clinical endpoint for inflammation, was measured daily with a digital caliper (Mitutoyo Corporation, Kawasaki, Japan), and body weight was measured throughout the study to monitor the welfare of mice. During the experimental procedures, the mice were anesthetized with 2% isoflurane.

### Histology

Four-millimetres punch biopsies from the ear were fixed in 4% formaldehyde overnight at 4°C, paraffin-embedded, and serially sliced into 4 µm sections subjected to staining procedures. For haematoxylin & eosin (HE) staining, a standard protocol was followed. To detect mast cells, sections were stained with 0.1% toluidine blue solution (Sigma-Aldrich) at pH 2.3 and room temperature for 3 minutes. For immunohistochemical staining, heat-induced antigen retrieval was performed (25 minutes at 97**°** C) in Tris-EGTA buffer (pH 9), and stained with anti-CD4 antibody (1:1000; EPR19514, Abcam, Cambridge, UK) or anti-Ly6g antibody (1:2000; EPR22909-135, Abcam) for 1 hour at room temperature. The remaining steps for detection were performed with Ultravision Quanto Detection System (ThermoFisher) following the manufacturer’s instructions. The sections were counterstained with hematoxylin.

All slides were scanned with 20× objective using the whole slide scanner NanoZoomer 2.0-HT (Hamamatsu Photonics K.K, Hamamatsu City, Japan). Quantitative image analysis was performed in QuPath 0.4.2 using the *Cell Detection* command with default settings followed by a manual review and corrections (26). The number of counted cells was normalised to the length of the section

### RNA sequencing

Paired-end RNA sequencing of total RNA was conducted by Eurofins Genomics Europe Sequencing GmbH (Konstanz, Germany) in accordance with their protocols. To prepare the RNA library, NEBNext Ultra II Directional RNA Library Prep Kit for Illumina was used with 100 ng of total RNA. The mRNA quality was assessed by Fragment Analyzer. Illumina NovaSeq 6000 platform in 2x150 Sequence mode was performed to acquire at least 20 million read pairs. Raw sequence data quality was assessed using FastQC (version 0.12.0). Read alignment to the mouse reference genome (GRCm39 primary assembly) and counting of uniquely aligned unambiguous reads were performed with the R package Subread (version 2.10.3) (27). Regularized logarithm transformation (rlog) performed with the R package DESeq2 (1.36.0) was used for library size correction and variance stabilization (28). The rlog normalized counts were used for principal component analysis (PCA) and heat map analysis (pheatmap 1.0.12). DESeq2 with independent filtering and Wald test enabled were used for the differential gene expression analyses (28). To adjust for multiple comparisons, the p-values were adjusted by setting the false discovery rate (FDR) at 0.05 with the Benjamini and Hochberg procedure. Kyoto Encyclopaedia of Genes and Genomes (KEGG) and Gene Ontology (GO) enrichment analyses were generated with DAVID and validated with ShinyGO 0.76 (29, 30).

### Statistical analysis

The statistical significance threshold was set at P < 0.05. Differences between treatment groups in clinical endpoints, mRNA (qPCR) and protein levels (Western blot) were analysed by unpaired t-tests for mice and paired t-tests for keratinocytes. If data were not normally distributed, Mann-Whitney and Wilcoxon signed-rank tests were performed. All statistical analyses were generated with GraphPad Prism 9.0 and R 4.2.0 software.

### Ethical statement

The experiments with NHEKs were approved by the Central Jutland Regional Committee on Health Research Ethics (M-20110027), and informed consent was obtained from the donors. Permission to obtain punch biopsies from patients with atopic dermatitis was approved by Central Jutland Regional Committee on Health Research Ethics (M-20090102).

The animal experiments were approved by The Danish Animal Experiments Inspectorate (2022-15-0201-01267) and carried out in agreement with the Danish Animal Welfare Act for the Care and Use of Animals for Scientific Purposes. The animal experiments conducted at Comparative Biosciences were approved by their institutional review board. All efforts were made to minimize the distress experienced by the laboratory animals.

## Results

### RGRN-305 robustly inhibited AD-associated cytokine expression in NHEKs

To explore the anti-inflammatory effects of HSP90 inhibition in atopic dermatitis models *in vitro*, NHEKs from healthy donors were stimulated with TNF/IFNγ or TNF/IL-4, as experimental models, to mimic an AD-related gene expression. qPCR analysis demonstrated that inflammatory cytokines (*TNF*, *IL1B*, *IL6*) and chemokines (*CCL17*, *CCL22*) were statistically significantly upregulated in these models, consistent with an observed increased expression in human AD lesional skin compared with non-lesional skin (**Figure 1**). Interestingly, RGRN-305 robustly inhibited the expression of these AD-associated cytokines and chemokines compared with stimulated/vehicle- and stimulated/dexamethasone-treated NHEKs. While not significantly upregulated in our models, RGRN-305 also suppressed the expression of *TSLP*, supporting a convincing anti-inflammatory effect mediated by HSP90 inhibition in keratinocytes. RGRN-305 caused low (2-5%) cytotoxicity in the stimulated primary human keratinocytes (**Supplementary Figure S1**).

**Figure 1:**
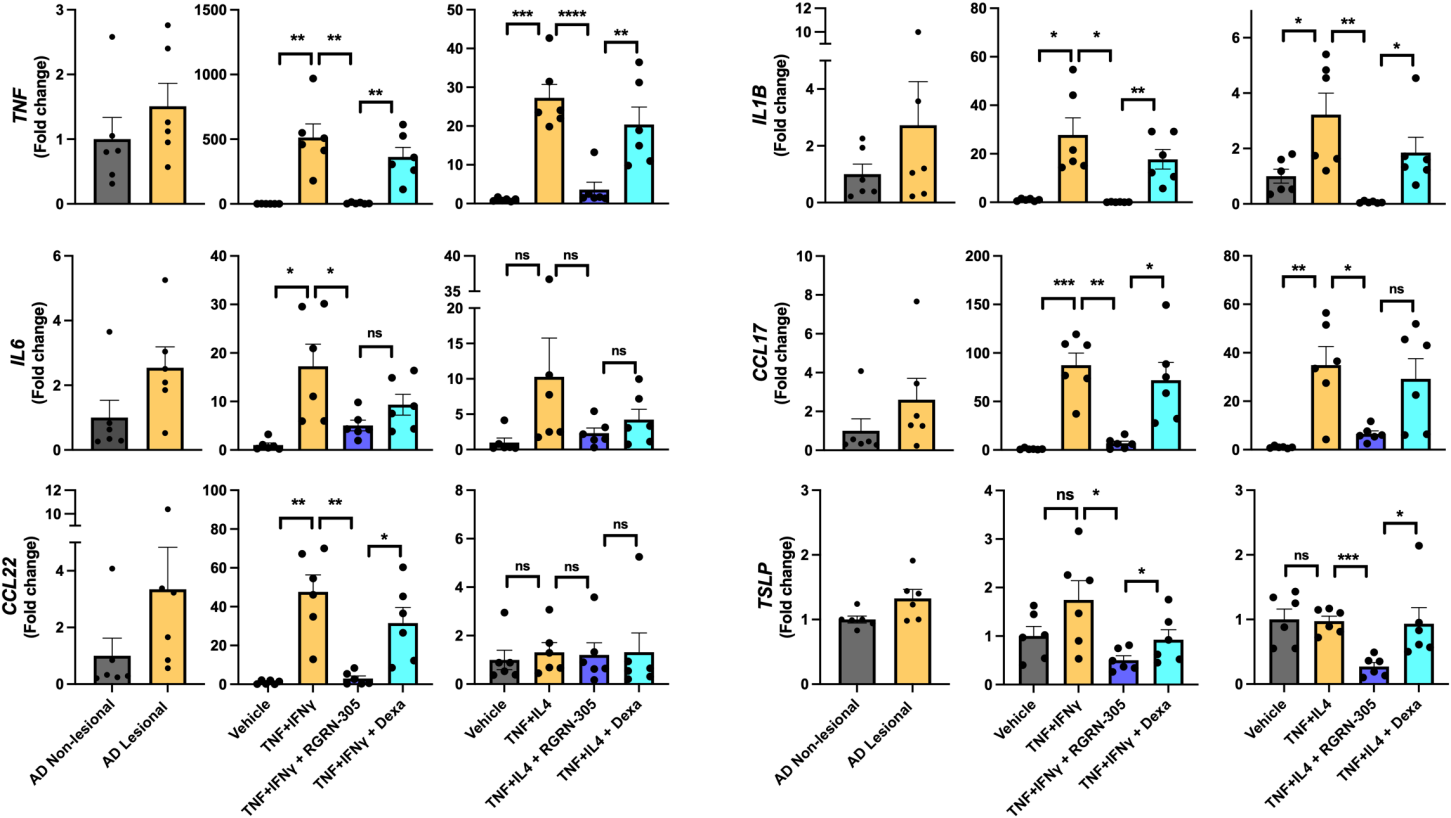
RT-qPCR analysis of AD-related gene expression in lesional/non-lesional AD skin and cytokine-stimulated primary human keratinocytes. Effects of RGRN-305 (5 µM) or dexamethasone (0.1 µM) on inflammatory gene expression in primary human keratinocytes stimulated with TNF (10 ng/ml) in combination with IFNγ (10 ng/ml) or IL-4 (100 ng/mL) for 24 hours (three independent experiments, n = 6). Data are shown as mean ± SEM. *p < 0.05, **p ≤0.01, ***p ≤0.001, ****p ≤ 0.0001. ns, not significant. AD, atopic dermatitis. Dexa, dexamethasone.

### RGRN-305 suppresses the activity of STAT3 and STAT6 signalling pathways in NHEKs

To further elucidate the potential AD-related pathways targeted by HSP90 inhibition in keratinocytes, the phosphorylation status of key signalling proteins, including STAT1, STAT3, STAT6 and p65 (subunit of NF-κB), was determined by Western blot (**Figure 2**). Importantly, RGRN-305 significantly suppressed the phosphorylation of STAT3 under TNF/IFNγ or TNF/IL-4 stimulation, and to a lesser degree STAT6 (∼20% reduction) under TNF/IL-4 stimulation. However, RGRN-305 had no significant effects on the phosphorylation of STAT1 and p65.

**Figure 2:**
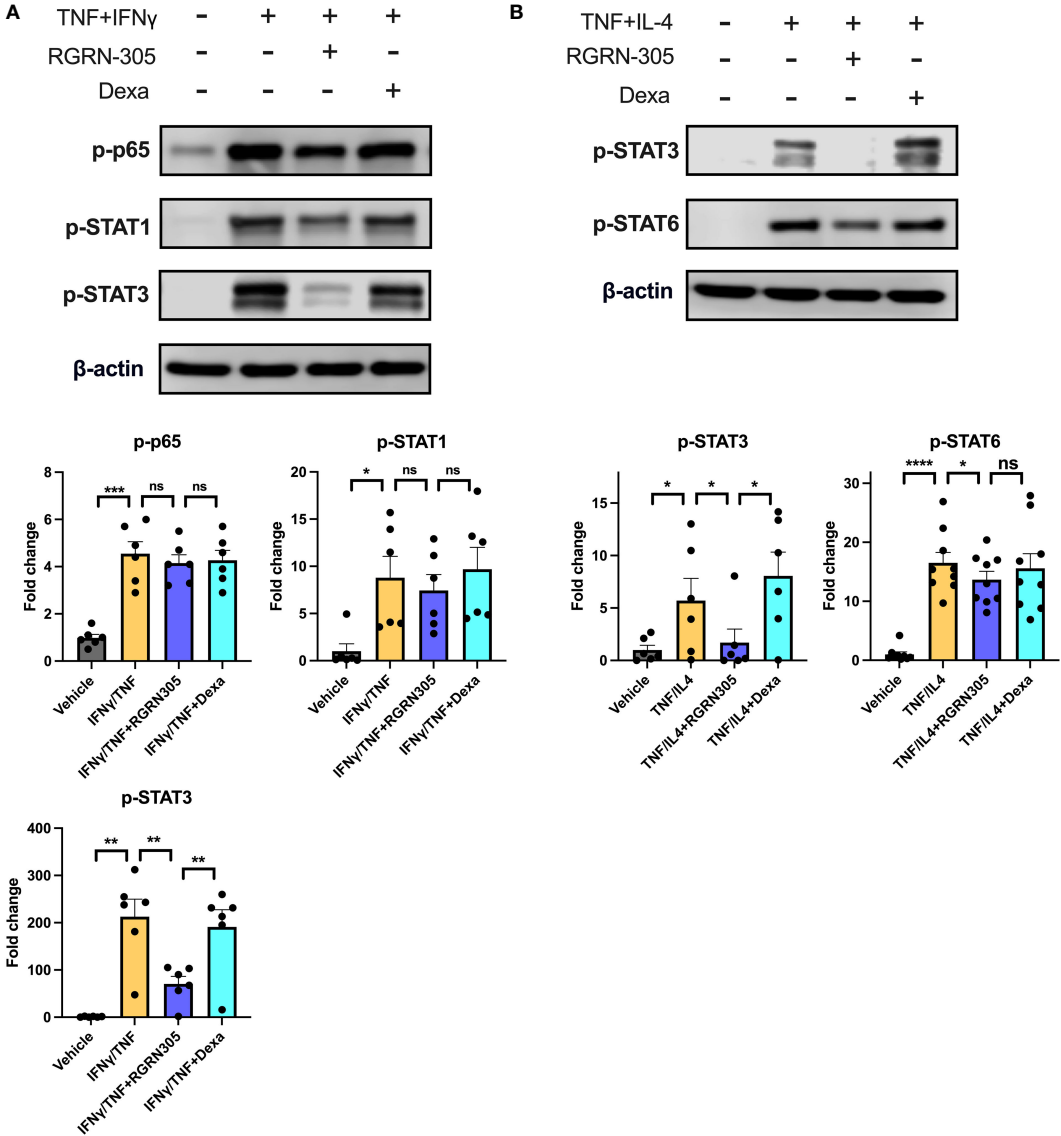
Effects of RGRN-305 (5 µM) or dexamethasone (0.1 µM) on the phosphorylation status of key signalling proteins determined by Western blot in primary human keratinocytes stimulated with TNF (10 ng/ml) in combination with **(A)** IFNγ (10 ng/ml) or **(B)** IL-4 (100 ng/mL) for 1 hour (three independent experiments, n = 6-9). Representative Western blots and densitometric results (mean ± SEM) are shown. *p < 0.05, **p ≤0.01, ***p ≤0.001, ****p ≤ 0.0001. ns, not significant. Dexa, dexamethasone.

### Topical RGRN-305 attenuates MC903-induced AD-like inflammation in mice

Next, we investigated the effects of HSP90 inhibition on AD-like skin inflammation in a mouse model for atopic dermatitis. The right ears of BALB/c mice were challenged daily with 1 nmol MC903 or vehicle for 6 days and received topical treatment with drug-vehicle (ethanol), RGRN-305 or dexamethasone throughout the experiment for 9 days. Treatment with RGRN-305 resulted in visibly reduced erythema and a highly significant reduction (55%) in ear thickness (a marker of inflammation) compared with drug-vehicle at the end of the experiment on day 9 (**Figure 3A**). Dexamethasone treatment was highly potent resulting in ear thickness below baseline levels and was more effective than RGRN-305. However, dexamethasone-treated mice lost significantly more weight than RGRN-305-treated mice, indicating a more favourable safety profile for RGRN-305 (**Supplementary Figure S2**).

**Figure 3:**
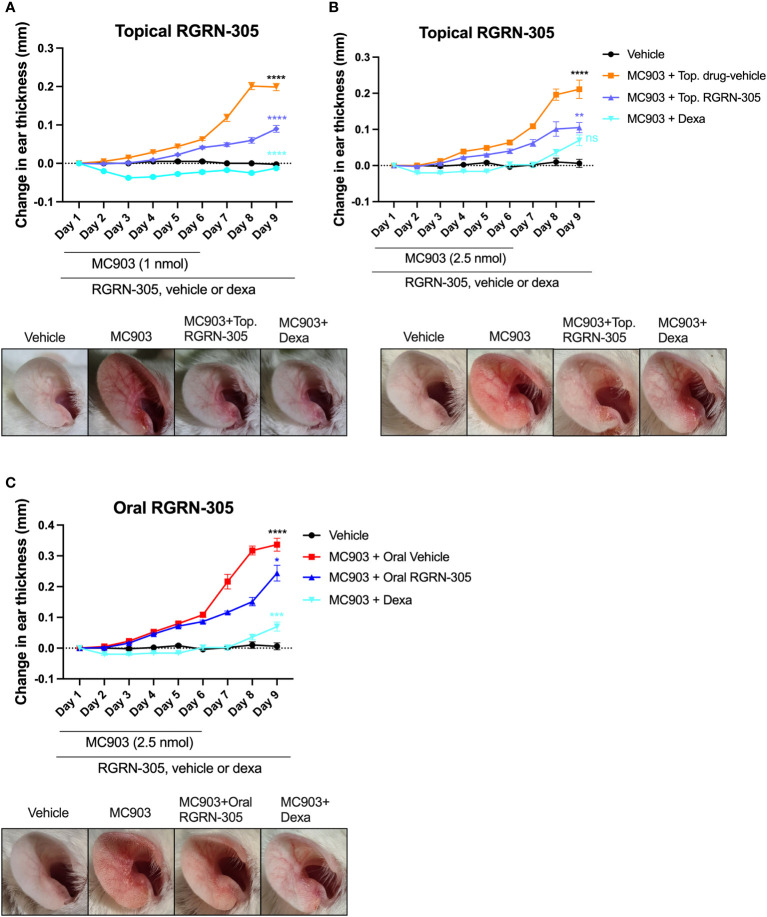
Ear thickness changes throughout the experiments and photographs on day 9 in MC903-induced atopic dermatitis mouse model. Female Balb/cAnNRj ears were challenged daily with **(A)** 1 nmol or **(B)** 2.5 nmol of MC903 for 6 days and treated once daily with topical drug-vehicle, topical dexamethasone (20 nmol) or topical RGRN-305 (1 mg). **(C)** Mice were challenged daily with 2.5 nmol for 6 days and treated once daily with oral drug-vehicle, topical dexamethasone (20 nmol) or oral RGRN-305 (100 mg/kg). Four to eight mice in each group, in total 76 mice. Two independent experiments were conducted. Data are shown as mean ± SEM. *p < 0.05, **p ≤0.01, ***p ≤0.001, ****p ≤ 0.0001. ns, not significant. Statistical significance denotes pair-wise comparison on day 9; Black, MC903+Drug-vehicle vs. Vehicle; Blue, MC903+RGRN-305 vs. MC903+Drug-vehicle; Teal, MC903+RGRN-305 vs. MC903+Dexa. Dexa, dexamethasone. Top, topical.

Next, we repeated the experiment with 2.5 nmol (increased from 1 nmol) of MC903 challenge to observe whether RGRN-305 could suppress a stronger stimulus of inflammation (**Figure 3B**). Interestingly, topical RGRN-305 still significantly suppressed the MC903-induced ear thickening by 50% on day 9, which was comparable to dexamethasone treatment (P = 0.13).

### Oral RGRN-305 ameliorates MC903-induced AD-like inflammation in mice

To evaluate the feasibility of orally administered RGRN-305, mice were challenged with 2.5 nmol MC903 for six days and administered 100 mg/kg RGRN-305 by oral gavage once daily throughout the experiment. Oral RGRN-305 treatment led to visibly reduced erythema and significantly reduced ear thickening (28% reduction) compared with drug-vehicle, but RGRN-305 was less effective than dexamethasone (**Figure 3C**). Furthermore, an independent testing facility (Comparative Biosciences, Sunnyvale, CA, USA) demonstrated a dose-dependent improvement by oral RGRN-305 (20, 50 and 100 mg/kg) in alleviating AD-like inflammation in BALB/c mice using an alternative MC903 regimen, further supporting our findings (**Supplementary Figure S3**, **Supplementary Appendix S1**).

### Topical RGRN-305 decreases MC903-induced immune cell infiltration in mice

To gain insight into the mechanisms of HSP90 inhibition, punch biopsies derived from the experiment with topical RGRN-305 and 1 nmol MC903 challenge were investigated. Histological analyses confirmed that MC903 increased the epidermal and dermal thickness, which was significantly decreased by RGRN-305 or dexamethasone (**Figures 4A, B**). Moreover, the total number of cells within histological sections was significantly reduced by RGRN-305 to levels broadly similar with dexamethasone (**Figure 4C**). In line with this, RGRN-305 significantly suppressed immune cell infiltration into the skin including mast cells, Ly6g^+^ cells (neutrophils) and CD4^+^ cells (T-cells; **Figures 4D-G**).

**Figure 4:**
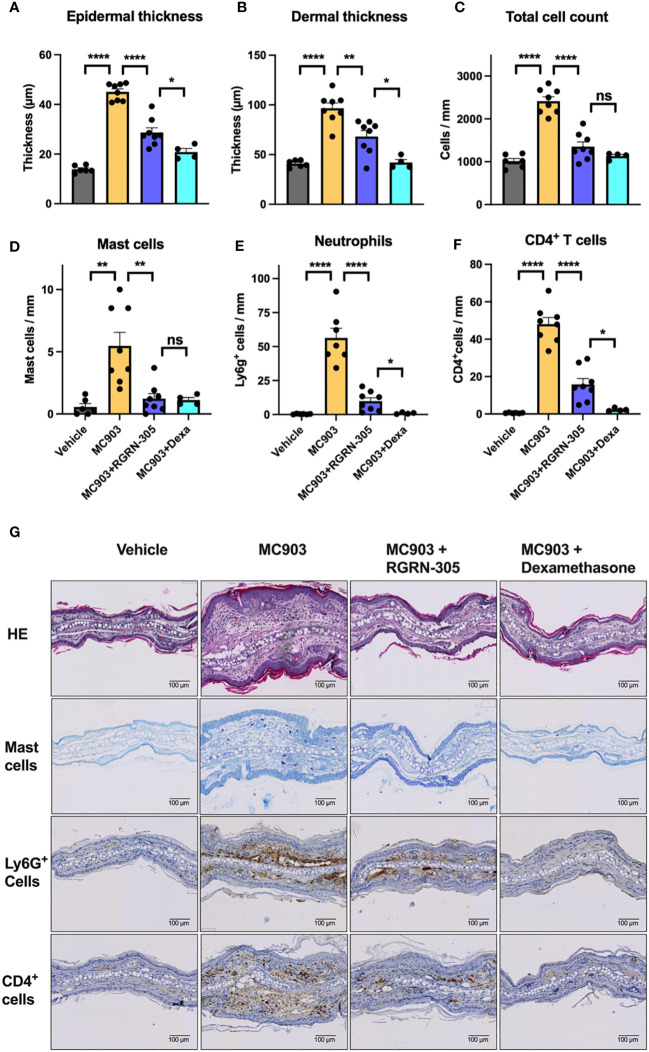
Histological analysis of ear biopsies from mice challenged daily with 1 nmol of MC903 and treated with drug-vehicle, topical RGRN-305 or topical dexamethasone. **(A)** Epidermal thickness, **(B)** dermal thickness and **(C)** total number of cells were determined from haematoxylin & eosin (HE) stained sections. **(D)** Quantification of mast cells in toluidine blue stained sections. **(E)** Quantification of Lyg6+ cells (neutrophils) and **(F)** CD4+ cells (T cells) in immunohistochemical stained sections. **(G)** Representative images of stained sections. Data are shown as mean ± SEM. *p < 0.05, **p ≤0.01, ****p ≤ 0.0001. ns, not significant. Dexa, dexamethasone.

### Topical RGRN-305 inhibits MC903-induced transcriptome alterations and AD-associated cytokine expression in mice

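RNA was sequenced from ear biopsies of individual mice of the experiment with 1 nmol of MC903 per day for 6 days, taken on day 9. There were 6 mice that received vehicle, 8 that received MC903 and drug-vehicle, 8 that received MC903 and 1 mg of topical RGRN-305 per day, and 4 that received MC903 and 20 nmol of topical dexamethasone per day. MC903 is calcipotriol, a vitamin D analog that brings on dermatitis when applied to mouse skin. The libraries were strand-specific and were read in pairs of 150 bases. The authors aligned the reads to the GRCm39 mouse genome with Subread and counted, for each gene, the reads that aligned uniquely and without ambiguity. The deposited table holds these raw counts for 57010 genes in 26 libraries. Total counts per library ranged from 13695023 to 35130972 in the vehicle mice (median 23995199), from 14311046 to 28036747 in the MC903 mice (median 21971156), from 20020975 to 26516232 in the RGRN-305 mice (median 22711330) and from 20625369 to 28838836 in the dexamethasone mice (median 25540724). The paper states the sequencing depth in read pairs before alignment, whereas the values below are based on these counts. From the counts, 20167 genes with enough reads were kept by filterByExpr of edgeR, normalized by the trimmed mean of M values (TMM), and compared between groups with edgeR's quasi-likelihood test in a single fit over all 26 libraries. Levels are given as CPM, the counts of a gene scaled to a common library size after TMM. Differentially expressed genes (DEGs) had a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change beyond 1.5 in either direction, the thresholds of Figure 6. Of the choices tried, the filter on low counts and the way the fold change limit is applied changed the number of DEGs most. In the following, MC903 mice are those given MC903 and drug-vehicle, and all RGRN-305 and dexamethasone mice were also given MC903.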

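Transcripts of Il4 and Il13, the cytokines that lead type 2 immune responses, and of the inflammatory cytokines Il1b and Il6 were more abundant in MC903 ears than in vehicle ears in every mouse. Their log2 fold changes were 3.27 for Il4, 4.00 for Il13, 6.15 for Il1b and 5.87 for Il6 (standard errors 0.52, 0.51, 0.72 and 0.73, with a largest adjusted p of 2.5e-06 from edgeR). With RGRN-305, the mean CPM was lower than in MC903 ears by 71.9% for Il4, by 69.4% for Il1b, by 61.2% for Il13 and by 53.7% for Il6. Il4 (ENSMUSG00000000869, chromosome 11 of GRCm39 from 53493809 to 53509496) was at 1.33 ± 0.878 CPM (SD, n = 8 mice) in MC903 ears and at 0.375 ± 0.269 CPM (SD, n = 8) with RGRN-305. Its log2 fold change was -1.75 (standard error 0.41, adjusted p = 0.00118 from edgeR), and all 8 RGRN-305 mice lay below every MC903 mouse (two-sided exact permutation test, p = 0.000155, the smallest that 8 mice against 8 allow). Il13 (ENSMUSG00000020383, chromosome 11 from 53522151 to 53525529) fell from 1.86 ± 0.542 CPM (SD, n = 8) to 0.720 ± 0.364 CPM (SD, n = 8), with a log2 fold change of -1.36 (standard error 0.37, adjusted p = 0.00389 from edgeR) and 6 of 8 RGRN-305 mice below every MC903 mouse (exact permutation p = 0.000622). Il1b (ENSMUSG00000027398, chromosome 2 from 129206490 to 129213059) fell from 52.8 ± 25.6 CPM (SD, n = 8) to 16.2 ± 13.7 CPM (SD, n = 8). Its log2 fold change was -1.69 (standard error 0.47, adjusted p = 0.00684 from edgeR; exact permutation p = 0.00264). Il6 (ENSMUSG00000025746, chromosome 5 from 30218112 to 30224979) was at 8.76 ± 2.74 CPM (SD, n = 8) in MC903 ears and at 4.06 ± 3.01 CPM (SD, n = 8) with RGRN-305, with 6 of 8 mice below every MC903 mouse (exact permutation p = 0.0042). In the fit across all genes the log2 fold change of Il6 was -1.10 (standard error 0.45) with an adjusted p of 0.0604 from edgeR, above the threshold. The 4 exact tests of RGRN-305 against MC903 were among 36 on these cytokines and on 2 heat shock genes, and their Benjamini-Hochberg adjusted values ranged from 0.00109 to 0.00755.

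With dexamethasone, all 4 cytokines were also lower than in MC903 ears, by log2 fold changes from -3.34 for Il13 to -2.11 for Il6 (largest adjusted p = 0.00797 from edgeR). With each mouse left out in turn, these changes ranged from -4.97 to -2.88 for Il13, from -4.39 to -2.63 for Il1b, from -2.88 to -2.04 for Il4 and from -3.71 to -1.71 for Il6, and all passed the test. Il13 was higher with RGRN-305 than with dexamethasone, by a log2 fold change of 1.98 (standard error 0.58, adjusted p = 0.00865 from edgeR; exact permutation p = 0.0101), and 4 of 8 RGRN-305 mice lay above every dexamethasone mouse. With each mouse left out in turn this change ranged from 1.52 to 3.61. For Il1b, Il4 and Il6 the difference between the drugs did not pass the test (adjusted p = 0.118, 0.434 and 0.202 from edgeR). RGRN-305 mice 6 and 7 had the highest Il6 of their group, and without either of them the difference of Il6 from MC903 passed the test (adjusted p = 0.0189 and 0.0287 from edgeR), as it did in a fit of these 2 groups alone (adjusted p = 0.0251). Dexamethasone mouse 3 had the highest Il1b, Il6 and Il13 of its group, with Il13 at 0.615 CPM against 0 to 0.130 CPM in the other 3 mice. The largest differences of Il13, Il1b and Il6 from MC903, and of Il13 between the drugs, were those without this mouse. Without it Il1b and Il6 were also higher with RGRN-305 than with dexamethasone (log2 fold changes of 2.70 and 2.62, adjusted p = 0.00337 and 0.00143 from edgeR).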

To examine alterations in gene expression, RNA sequencing and qPCR analyses of ear tissue were performed and showed that topical RGRN-305-treated mice exhibited significantly reduced AD-related cytokine expression of *Il1b*, *Il4*, *Il6* and *Il13* compared with drug-vehicle-treated mice (**Figure 5**). 

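Each group of mice had its own expression profile. Vehicle and MC903 ears were farthest apart, and RGRN-305 ears lay between them. Over the 500 most variable genes, with the regularized log values that the paper used, the first principal component held 69.4% of the variance. Mean scores on it were -29.7 ± 1.66 (SD, n = 6) for vehicle mice, 24.7 ± 4.32 (SD, n = 8) for MC903 mice, -2.24 ± 5.37 (SD, n = 8) for RGRN-305 mice and -0.484 ± 9.92 (SD, n = 4) for dexamethasone mice. On this component the RGRN-305 mean was 49.6% of the way from the MC903 mean to the vehicle mean, and the dexamethasone mean 46.4%. In the other combinations of transformation and gene number this share ranged from 35.9% to 45.7% for RGRN-305 and from 34.6% to 47.6% for dexamethasone. In 6 of these 8 combinations the dexamethasone mean was the nearer of the 2 to vehicle, so the order of the drugs depends on the choice. For every one of the 26 libraries, the nearest other library over all kept genes belonged to the same group.

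The mice were also grouped by MC903-response genes chosen with the limits of the paper's heatmap. These were the 2015 edgeR DEGs of MC903 against vehicle with a mean normalized count above 25. As they were chosen in these same mice for differing between vehicle and MC903, the separation and distance of those 2 groups follow from the choice. Hierarchical clustering of their scaled values (Euclidean distance, complete linkage), divided into 4 clusters, put every mouse with its own treatment group (adjusted Rand index 1). With 1 minus the Pearson correlation as distance the index was 0.766, and 2 RGRN-305 mice fell in with the MC903 mice. On these genes the group means of MC903 and RGRN-305 mice were 45.2 units apart, those of RGRN-305 and dexamethasone mice 36.8 units, and those of vehicle and MC903 mice 100.7 units. All 6 pairs of groups differed over all kept genes by an exact permutation test of their distances, each at the smallest p that its group sizes allow. That p was 0.000155 for RGRN-305 against MC903 and 0.00202 for RGRN-305 against dexamethasone.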

Using RNA sequencing data, a principal component analysis (PCA) and a hierarchically clustered heatmap revealed that the mice clustered into their respective treatment groups (**Figures 6A, B**). 

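Genes that MC903 raised were, at the median, about midway back to their vehicle level in RGRN-305 ears, and genes that MC903 lowered were returned by a smaller share. To measure this, the DEGs of MC903 were chosen in MC903 mice 1 to 4 and vehicle mice 1 to 3, and their change was measured in the other MC903 and vehicle mice. For 1407 genes higher with MC903, the median log2 fold change from vehicle was 2.38 in MC903 ears and 1.15 in RGRN-305 ears, a reduction of 51.6% (95% bootstrap interval over mice 41.6% to 58.3%). For 1121 genes lower with MC903, the median was -2.15 in MC903 ears and -1.61 in RGRN-305 ears, a reduction of 25.0% (15.5% to 34.1%). Dexamethasone gave reductions of 54.9% (32.3% to 75.4%) and 39.6% (28.0% to 49.4%) in the same genes. Among single genes, the interferon-induced antiviral gene Rsad2 was at 144 ± 37.9 CPM (SD, n = 8) in MC903 ears, 6.89 ± 7.52 CPM (SD, n = 8) in RGRN-305 ears and 1.04 ± 0.257 CPM (SD, n = 6) in vehicle ears. Lce3a, a late cornified envelope gene of the epidermis, was at 28.5 ± 27.9 CPM (SD, n = 8), 0.665 ± 0.468 CPM (SD, n = 8) and 0.0984 ± 0.125 CPM (SD, n = 6) in the same order. Tslp, a cytokine that keratinocytes secrete, went the other way. It was at 2.56 ± 0.484 CPM (SD, n = 6) in vehicle ears, 38.7 ± 8.63 CPM (SD, n = 8) with MC903 and 104 ± 40.2 CPM (SD, n = 8) with RGRN-305. Cyp24a1, which the vitamin D receptor induces, did not pass the test between RGRN-305 and MC903 ears (log2 fold change -0.19, standard error 0.19, adjusted p = 0.459 from edgeR).

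Across the 20167 genes, which are not independent replicates, the log2 fold change of RGRN-305 against MC903 had a Pearson correlation of -0.747 (Spearman -0.660, covariance -0.531) with that of MC903 against vehicle. Both comparisons use the MC903 mice, and 50 simulations of unchanged groups gave on average a correlation of -0.474 but a covariance of only -0.0213. With the MC903 mice split so that the comparisons shared none, the correlation was -0.702 and the covariance -0.528.

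**Figure D1:**
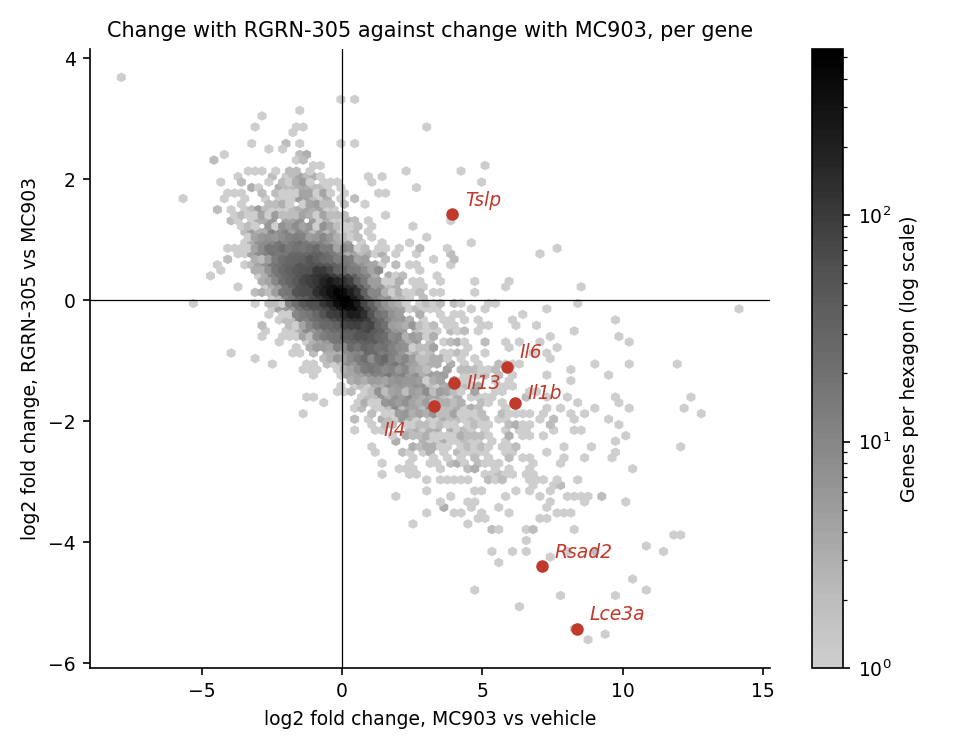
Log2 fold change of RGRN-305 against MC903 (vertical axis) plotted against that of MC903 against vehicle (horizontal axis) for each of 20167 genes, shaded by the number of genes per hexagon. Named genes are marked in red; Rsad2 and Lce3a lie at the lower right, and Tslp, at 3.94 and 1.43, lies at the upper right.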

The MC903/drug-vehicle-treated mice exhibited a distinctive expression pattern separated from the RGRN-305-treated mice, indicating that RGRN-305 treatment mitigates MC903-induced transcriptome alternations. In addition, volcano plots illustrate that MC903 challenge skewed the trend of differentially expressed genes (DEGs) to the right, indicating upregulation of genes (**Figure 6C**); whereas, RGRN-305 treatment compared with drug-vehicle, skewed the trend of DEGs to the left, indicating down-regulation of genes induced by MC903 (**Figure 6D**). 

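MC903 raised and lowered similar numbers of DEGs, but the rises were larger. Of the DEGs of RGRN-305 against MC903, most were lower. Without the fold change limit 3745 genes were higher and 3905 lower at an adjusted p below 0.05. Against vehicle, MC903 gave 1504 DEGs that were higher and 1528 that were lower. Beyond a log2 fold change of 3 there were 622 higher and 99 lower, and beyond 5 there were 242 higher and 3 lower. DESeq2 gave 2125 DEGs higher and 1909 lower, and edgeR without a filter on low counts gave 2743 and 2287. Among genes with a mean of at least 2 log2 CPM in a group and no overlap between the groups, the largest rise was that of Cyp24a1, the vitamin D-degrading enzyme, with a log2 fold change of 14.15 (standard error 0.42, adjusted p = 2.4e-18 from edgeR). All its 19 vehicle counts were in vehicle mouse 4. Without that mouse the vehicle group was at 0, and Cyp24a1 was at least 99580-fold higher with MC903, computed against 3 counts over the vehicle group. The keratin-associated protein genes Krtap13-20, Krtap13-23 and Krtap13 had no count in any vehicle mouse. They were at least 2015-fold, 1698-fold and 1406-fold higher in MC903 mice, computed in the same way. Csta3, a gene of the stefin family of protease inhibitors, also had no vehicle count and was at least 1245-fold higher. The largest falls by the same rule included Cyp2e1 (-5.67, standard error 0.52), Thrsp (-4.58, standard error 0.35), Myh4 (-4.56, standard error 0.76) and Pvalb (-4.27, standard error 0.90), with a largest adjusted p of 0.000229 from edgeR. Serpina3b also fell, from a mean of 102 CPM in vehicle ears to 4.39 CPM in MC903 ears. Without vehicle mouse 4, Pvalb was at -3.67.

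RGRN-305 against MC903 gave 629 DEGs that were lower and 113 that were higher. By the same rule, the lower genes were led by Lce3a (log2 fold change -5.43, standard error 0.57), the cytokine Il24 (-4.91, standard error 0.63), Lce3b (-4.79, standard error 0.61), the urate oxidase Uox (-4.58, standard error 0.49) and Rsad2 (-4.40, standard error 0.67), all with adjusted p of 1.8e-05 or less from edgeR. Uox was at -5.21 without RGRN-305 mouse 6, and Rsad2 at -5.01 without RGRN-305 mouse 5. The largest rises were those of Serpina3b (2.31, standard error 0.26), Myl7 (2.26, standard error 0.23), Cyp2g1 (2.13, standard error 0.32) and Gpr37 (2.04, standard error 0.22). When the test asks for a log2 fold change beyond 1.5 itself (glmTreat), 1015 genes were higher and 607 lower with MC903, and 4 were higher and 120 lower with RGRN-305. The 113 higher DEGs became 190 with DESeq2 and 59 in a fit of these 2 groups alone. From the separation of the groups, the paper reasons that RGRN-305 countered changes brought about by MC903. From the leftward trend, it reasons that genes induced by MC903 were lowered.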

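Nearly all DEGs lowered by RGRN-305 were genes that MC903 had raised. Of the 629 DEGs lower with RGRN-305 than in MC903 ears, 581 (92.4%) were also DEGs higher with MC903 than with vehicle, and 0 were DEGs lower with MC903. Independent lists of these sizes among the genes tested would share 46.9, a value that does not allow for the MC903 mice being in both comparisons. Dexamethasone also lowered 489 of the 629 against MC903, where independent lists would share 37.0, again without allowing for the shared MC903 mice. Among the 113 DEGs higher with RGRN-305, 63 were lower and 7 were higher with MC903 than with vehicle. The lowered genes included keratinocyte genes of stressed skin (Lce3a, Lce3b), the IL-20 family cytokine Il24, interferon-induced genes (Rsad2) and immune cell genes. Cd4, the marker of helper T cells, fell by 1.22 on the log2 scale (standard error 0.22, adjusted p = 7.8e-05 from edgeR), short of the fold change limit for DEGs. Tnf had a log2 fold change of -0.55 (standard error 0.26) that did not pass the test (adjusted p = 0.0901 from edgeR). DESeq2, the tool named in the paper, called 900 DEGs lower with RGRN-305, among which were 627 of the 629.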

To explore the biological functions of the DEGs, enrichment analyses were performed for down-regulated DEGs by RGRN-305 compared with drug-vehicle. The analyses revealed that the top ten significant GO biological process (BP) terms were mostly related to inflammation, revealing that RGRN-305 suppressed genes involved in inflammation (**Figure 6E**). Furthermore, KEGG pathway enrichment analysis showed that RGRN-305 down-regulated genes implicated in inflammatory pathways including JAK-STAT signalling (**Figure 6F**). 

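Interferon-induced genes, genes of stressed epidermis and markers of T cells, NK cells, macrophages and neutrophils were lower with RGRN-305 than with MC903 alone. All 23 measured genes of a list of type I interferon-induced genes rose with MC903 (median log2 fold change 5.64) and all 23 fell with RGRN-305 against MC903 (median -2.95; 23 also when adjusted over the list alone). They include Rsad2, Isg15 and Mx1, whose products act against viruses. Of 37 genes of stressed epidermis, such as keratins of wounded skin, small proline-rich proteins and S100 proteins, 34 fell and 1 rose with RGRN-305 (median -2.07; the same counts when adjusted over the list alone). Of 20 genes of the type 1 and interferon-gamma response, 17 fell and 1 rose (median -1.65; 18 and 1 adjusted over the list alone). Markers of T cells fell in 15 of 16 (median -1.46; 16 adjusted over the list alone), those of monocytes and macrophages in 15 of 15 (median -0.99), those of NK and cytotoxic cells in 8 of 9 with 1 higher (median -2.56), and those of neutrophils in 8 of 11 (median -1.56; 8 lower and 1 higher adjusted over the list alone). Chemokines were mixed, with 17 lower and 4 higher of 34 (18 and 4 adjusted over the list alone). Ccl17, a chemokine that attracts Th2 cells, was among the higher ones (log2 fold change 0.94, standard error 0.23, adjusted p = 0.00156 from edgeR), as was Ccl22 (0.43, standard error 0.12, adjusted p = 0.00673). The lists were written from general knowledge before the count table was opened and are not the GO term lists.

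Among the 623 lower DEGs with a gene symbol, 22 of the 23 interferon-induced genes were found, 30.8 times the number expected by chance, and 30 of the 37 stressed-epidermis genes, 26.1 times. Of 45 lists, 16 were enriched at an adjusted p below 0.05 by one-sided Fisher's exact tests against all kept genes with a symbol, and 12 when the background was only genes raised by MC903. By the camera set test of limma with its preset correlation, the interferon-induced list (adjusted p = 1.2e-18), the stressed-epidermis list (1.4e-15), the macrophage markers (7.3e-14) and the T cell markers (2.2e-10) were lower as sets. With an estimated correlation no list passed, with an adjusted p = 0.162 for the interferon-induced genes, macrophages, T cells and NK cells, an adjusted p = 0.191 for stressed epidermis, and an adjusted p = 0.258 for neutrophils and for the type 1 response.

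**Figure D2:**
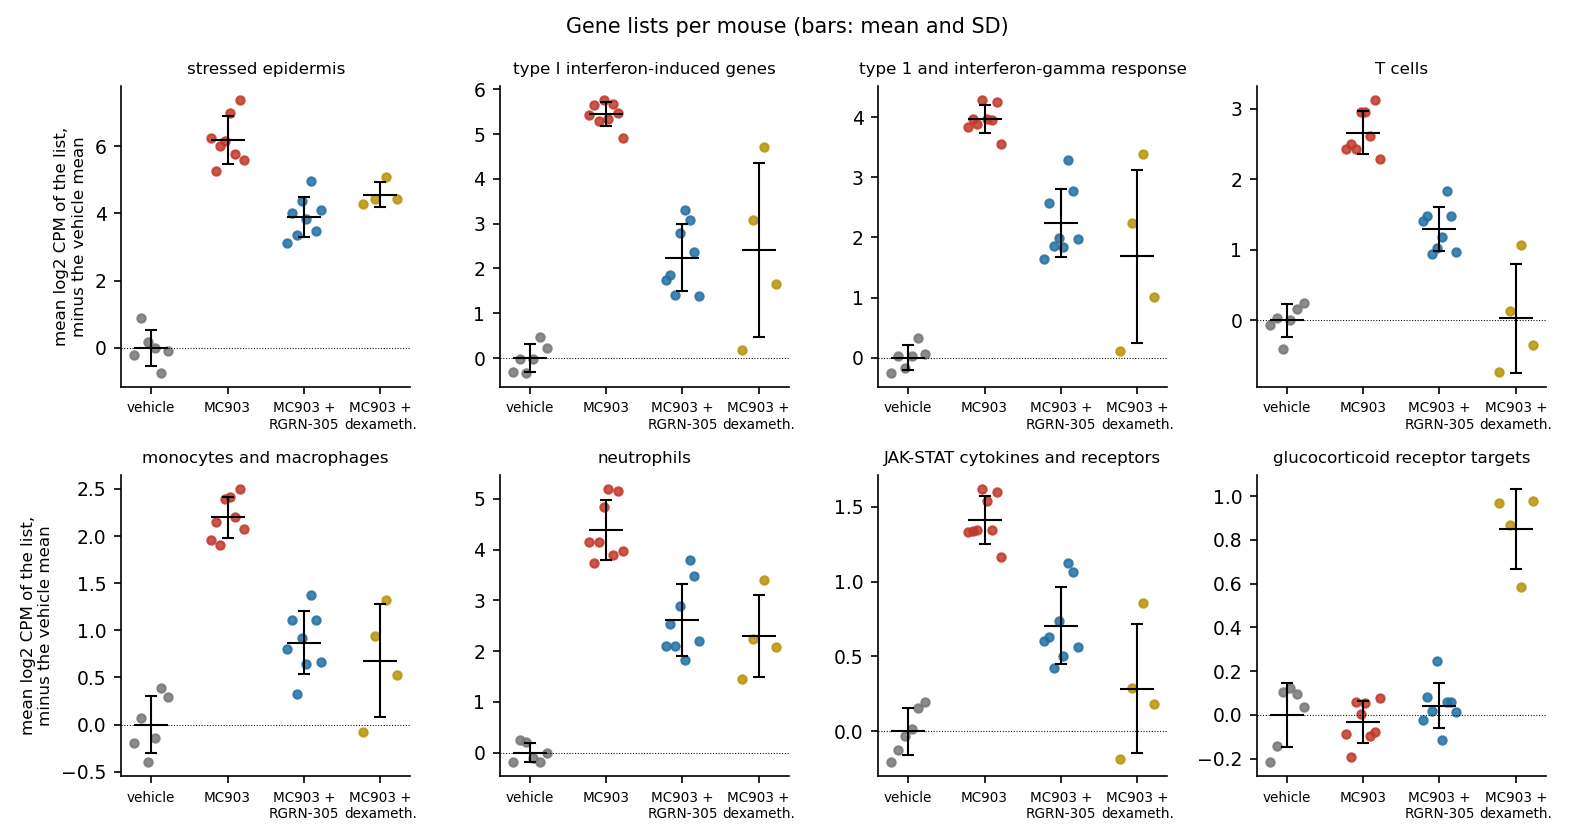
Mean log2 CPM of 8 gene lists in each mouse, given relative to the mean of the 6 vehicle mice (0 on the vertical axis), by treatment group; bars show the mean and SD. The means of the 7 inflammatory lists are highest in the MC903 mice and lower in the RGRN-305 mice, while the glucocorticoid receptor targets are highest in the dexamethasone mice.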

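Many cytokines and receptors that signal through JAK-STAT and some of its transducers were lower with RGRN-305. Of 59 measured cytokines and receptors that signal through this pathway, 33 fell and 6 rose against MC903 (37 and 7 adjusted over the list alone), with a median log2 fold change of -0.57. The largest falls were in the IL-20 family cytokines Il24 (-4.91, standard error 0.63) and Il19 (-3.91, standard error 0.59), followed by the IL-5 receptor gene Il5ra (-2.46, standard error 0.52; -3.06 without RGRN-305 mouse 7) and the anti-inflammatory cytokine Il10 (-2.20, standard error 0.42). Il4ra, the receptor chain shared by IL-4 and IL-13, fell by 1.24 (standard error 0.21) and Il31ra, of the receptor for the itch cytokine IL-31, by 1.24 (standard error 0.24). Tslp (1.43, standard error 0.21) and the leptin gene Lep (1.10, standard error 0.20) were among the 6 that rose.

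Of 29 transducers and regulators, 15 fell and 2 rose (the same when adjusted over the list alone; median -0.20). Among them Stat4 fell by 1.68, Stat2 by 1.36, Jak2 by 1.07 and Stat3 by 0.55 on the log2 scale (standard errors 0.31, 0.28, 0.12 and 0.08, largest adjusted p = 0.000453 from edgeR), as did the feedback inhibitors Socs1 (-1.59) and Socs3 (-1.18). Stat6, the transducer of IL-4 and IL-13, was at -0.07 (standard error 0.06, adjusted p = 0.361), and Jak1 (0.08) and Tyk2 (-0.01) did not pass the test either. Of 20 genes that STAT3 induces, 14 fell and 0 rose (median -0.47), and of 22 genes that IL-4 and IL-13 induce, 13 fell and 2 rose (14 and 2 adjusted over the list alone; median -0.58). Of 33 genes of T cell receptor signalling, 28 fell and 0 rose (29 and 0 adjusted over the list alone; median -1.15), and of 20 chemokine receptors, 12 fell and 1 rose (12 and 2 adjusted over the list alone; median -1.12).

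Of the 59 JAK-STAT cytokines and receptors, 9 were among the lower DEGs, 4.91 times the number expected (Fisher's exact test, adjusted p = 0.000357), and 2.63 times against a background of genes raised by MC903 (adjusted p = 0.0254). The transducers (2 of 29, adjusted p = 0.537) and the genes STAT3 induces (2 of 20, adjusted p = 0.317) were not enriched. The 5 T cell receptor signalling genes among the lower DEGs, 4.88 times the number expected, no longer passed against that background (adjusted p = 0.188). In the camera test all these lists were lower with the preset correlation (largest adjusted p = 0.00178). With an estimated correlation the adjusted p was 0.203 for the JAK-STAT cytokines and receptors and for the genes STAT3 induces, 0.162 for the transducers, T cell receptor signalling and the chemokine receptors, and 0.322 for the genes IL-4 and IL-13 induce.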

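RGRN-305 and dexamethasone ears differed in antigen-presentation genes, in targets of the glucocorticoid and vitamin D receptors, in sebaceous gland genes and in lymphatic endothelium genes. These were the 5 lists that passed with an estimated correlation, 4 of them narrowly. Without dexamethasone mouse 4 or RGRN-305 mouse 5 only the lymphatic endothelium genes passed (adjusted p = 0.0301 and 0.0424). Without RGRN-305 mouse 1 these and the sebaceous gland genes passed, and without RGRN-305 mouse 2 all but the vitamin D receptor targets. MHC class II genes and their partners were higher with RGRN-305 than with dexamethasone, 12 of 14 of them (14 when adjusted over the list alone; median log2 fold change 1.86, adjusted p = 3.6e-18 in the camera test and 0.0375 with an estimated correlation). Of 18 glucocorticoid receptor targets, 12 were lower with RGRN-305 than with dexamethasone and 0 were higher (the same adjusted over the list alone; adjusted p = 0.0375 with an estimated correlation), among them Fkbp5 (-2.14, standard error 0.16) and Tsc22d3 (-1.37, standard error 0.15). Markers of 2 kinds of cells that present antigen were also higher on average with RGRN-305, but neither list passed with an estimated correlation. Those of monocytes and macrophages, which present antigen too, differed less. Their mean log2 CPM was 4.40 ± 0.332 (SD, n = 8) with RGRN-305 and 4.21 ± 0.599 (SD, n = 4) with dexamethasone. Of 10 genes of dendritic and Langerhans cells, 6 were higher and 1 lower (median 0.87; adjusted p = 0.227 with an estimated correlation), and of 4 genes of B and plasma cells, 2 were higher and 0 lower (median 0.77; adjusted p = 0.286). T cell markers were higher with RGRN-305 in 15 of 16 (median 1.15; adjusted p = 0.320 with an estimated correlation). All 8 adipocyte genes were lower (median -1.37; adjusted p = 0.0988 with an estimated correlation). Dexamethasone mouse 3 stood apart from the other 3 dexamethasone mice, towards the MC903 mice. On the first principal component it was at 12.83, between the RGRN-305 mice (-8.145 to 8.514) and the MC903 mice (18.94 to 31.95). Its interferon-induced genes were at a mean log2 CPM of 5.85, against 2.54 to 4.44 in RGRN-305 and 6.05 to 6.91 in MC903 mice. Its T cell markers were at a mean log2 CPM of 1.04, against -0.76 to 0.10 in the other 3 dexamethasone mice and 0.92 to 1.80 in the RGRN-305 mice, and its glucocorticoid receptor targets were at 6.30, against 6.58 to 6.69 in the other 3. Without it the T cell median was 1.86 (adjusted p = 0.165 with an estimated correlation), and the adipocyte genes passed (adjusted p = 0.0384). Of 10 sebaceous gland genes, 7 were higher and 1 lower (median 0.97; adjusted p = 0.0375 with an estimated correlation). Of 9 vitamin D receptor targets, 5 were lower and 1 higher with RGRN-305 (median -0.49; adjusted p = 0.0375 with an estimated correlation). Of 5 lymphatic endothelium genes, 4 were lower (median -1.12; adjusted p = 0.0260 with an estimated correlation). These counts were the same when adjusted over each list alone. Ccl22, also a Th2-attracting chemokine, was higher with RGRN-305 by a log2 fold change of 2.80 (standard error 0.18, adjusted p = 4.0e-12 from edgeR) and Tnf by 1.61 (standard error 0.36, adjusted p = 0.000827). In all, 434 DEGs were higher and 329 lower with RGRN-305 than with dexamethasone. By the same rule as above, the largest differences were Clca1 (7.55, standard error 0.54) and Cyp2g1 (7.42, standard error 0.67) on the higher side and Inmt (-5.88, standard error 0.36) and Cyp2e1 (-5.67, standard error 0.45) on the lower side. Clca1 had 2 counts in the dexamethasone group, both in mouse 2, and was at least 155-fold higher with RGRN-305 when computed against 3 counts over that group. Without mouse 2, Clca1 had no count there and Cyp2g1 was at 8.11. With glmTreat, 68 genes were higher and 50 lower.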

Lists of all genes derived from the differential expression analyses are present in **Supplementary Table S1**.

**Figure 5:**
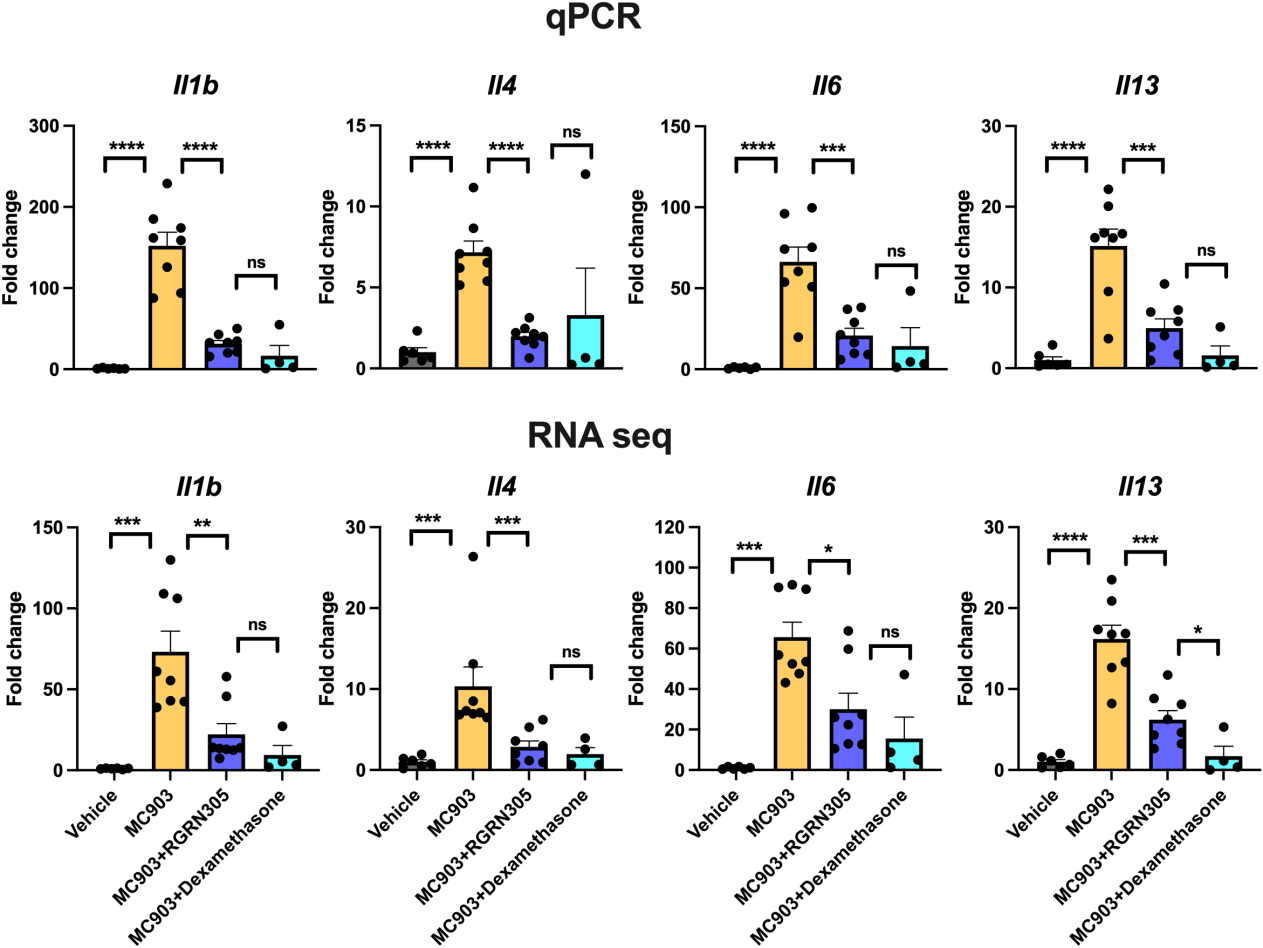
RT**-**qPCR (upper panels) and RNA sequencing analysis (lower panels) of AD-related cytokine gene expression in ear tissue from mice challenged daily with 1 nmol of MC903 and treated with drug-vehicle, topical RGRN-305 or topical dexamethasone. Data are shown as mean ± SEM. *p < 0.05, **p ≤0.01, ***p ≤0.001, ****p ≤ 0.0001. ns, not significant.

**Figure 6:**
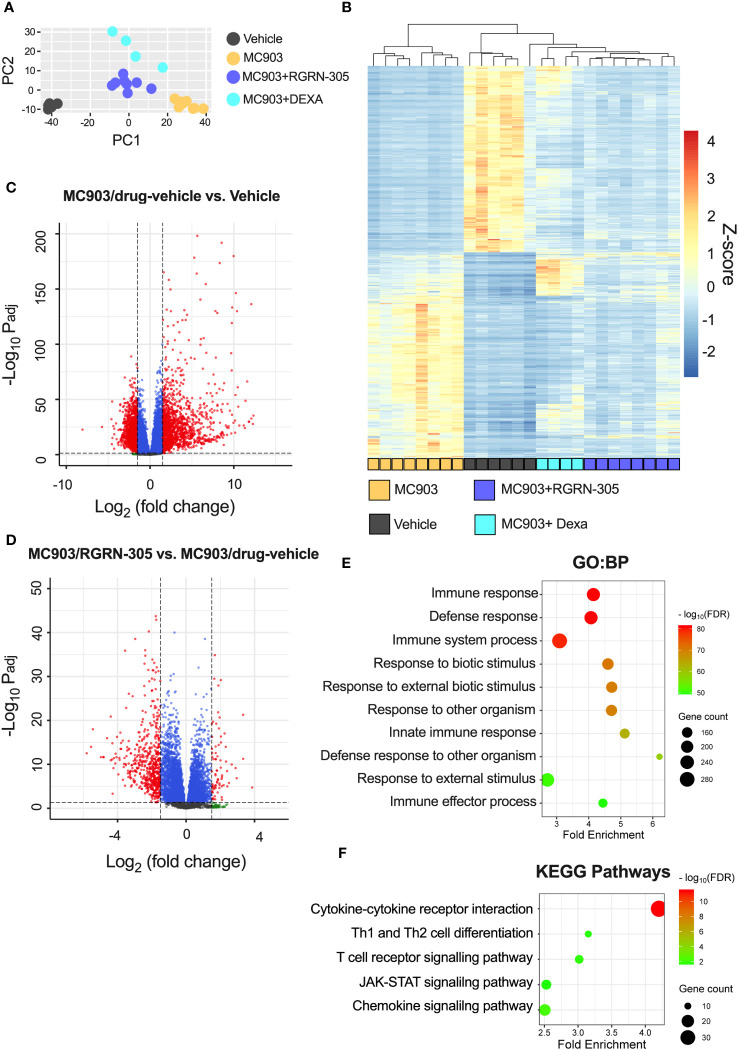
RNA sequencing analysis of ear tissue from mice challenged daily with 1 nmol of MC903 and treated with drug-vehicle, topical RGRN-305 or topical dexamethasone. **(A)** Principal component analysis (PCA) of regularized log (rlog) transformed data. **(B)** Heatmap of differentially expressed genes (DEGs; log_2_[foldchange] > 1.5 and FDR-adjusted p-value < 0.05) upon MC903-induced inflammation. The genes were filtered to include those with a mean of normalised counts > 25. **(C, D)** Volcano plots for two different comparisons. The dashed horizontal lines mark an FDR-adjusted p-value of 0.05, whereas the vertical lines mark a log_2_(fold change) of 1.5. DEGs are marked as red dots. **(E, F)** Enrichment analyses of down-regulated DEGs by RGRN-305 compared with drug-vehicle. **(E)** The top ten significant GO biological processes terms and **(F)** five relevant significantly enriched KEGG pathway terms are presented. Dexa, dexamethasone. PCA, Principal component analysis.

### RGRN-305 upregulates the gene expression of *HSPA1A/Hspa1a* (HSP70)

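Hspa1a, which encodes an inducible HSP70, and Hspb1, which encodes HSP27, were both higher in RGRN-305 ears than in MC903 ears, in all 8 mice above every MC903 mouse. Hspa1a (ENSMUSG00000091971, chromosome 17 of GRCm39 from 35188166 to 35191132) was at 93.8 ± 14.1 CPM (SD, n = 8) in MC903 ears, 154 ± 22.5 CPM (SD, n = 8) with RGRN-305, 119 ± 12.2 CPM (SD, n = 4) with dexamethasone and 105 ± 10.1 CPM (SD, n = 6) with vehicle. Its log2 fold change between RGRN-305 and MC903 was 0.72 (standard error 0.09, adjusted p = 6.9e-07 from edgeR; exact permutation p = 0.000155). Hspb1 (ENSMUSG00000004951, chromosome 5 from 135916760 to 135918417) was at 97.7 ± 14.2 CPM (SD, n = 8), 184 ± 24.5 CPM (SD, n = 8), 177 ± 13.2 CPM (SD, n = 4) and 196 ± 10.1 CPM (SD, n = 6) in the same order. Its log2 fold change between RGRN-305 and MC903 was 0.91 (standard error 0.08, adjusted p = 5.3e-09 from edgeR; exact permutation p = 0.000155). MC903 itself lowered Hspb1 to 0.498 ± 0.0723 (SD, n = 8) of the vehicle mean (adjusted p = 7.6e-11 from edgeR). Dexamethasone raised it against MC903 by 0.85 (standard error 0.10, adjusted p = 6.4e-08). Between RGRN-305 and vehicle ears, Hspa1a was higher in all 8 mice (exact permutation p = 0.000999), while Hspb1 did not pass the test (exact permutation p = 0.243). Hspa1a was also higher with RGRN-305 than with dexamethasone (0.37, standard error 0.11, adjusted p = 0.0118 from edgeR), a call that ended without dexamethasone mouse 3 (adjusted p = 0.0547).

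Of 29 heat shock genes, 11 rose and 4 fell with RGRN-305 against MC903 (the same when adjusted over the list alone; median log2 fold change 0.09). The list was higher in the camera test with the preset correlation (adjusted p = 0.00493), and with an estimated correlation the adjusted p was 0.301. Among the other genes that rose were the small heat shock gene Cryab (0.75, standard error 0.15), the constitutive HSP70 gene Hspa8 (0.51, standard error 0.09), Dnajb4 (0.42, standard error 0.06) and Hsp90ab1, which encodes HSP90 beta (0.31, standard error 0.05, adjusted p = 2.1e-05 from edgeR). Hsp90aa1, which encodes HSP90 alpha (-0.06, standard error 0.14), and Dnajb1 (0.00, standard error 0.06) did not pass the test, and Hmox1 fell (-0.29, standard error 0.07). Hspa1b, a near-identical copy of Hspa1a, rose by 0.50 (standard error 0.08). Reads that align to both copies were not counted, so both genes may be undercounted.

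**Figure D3:**
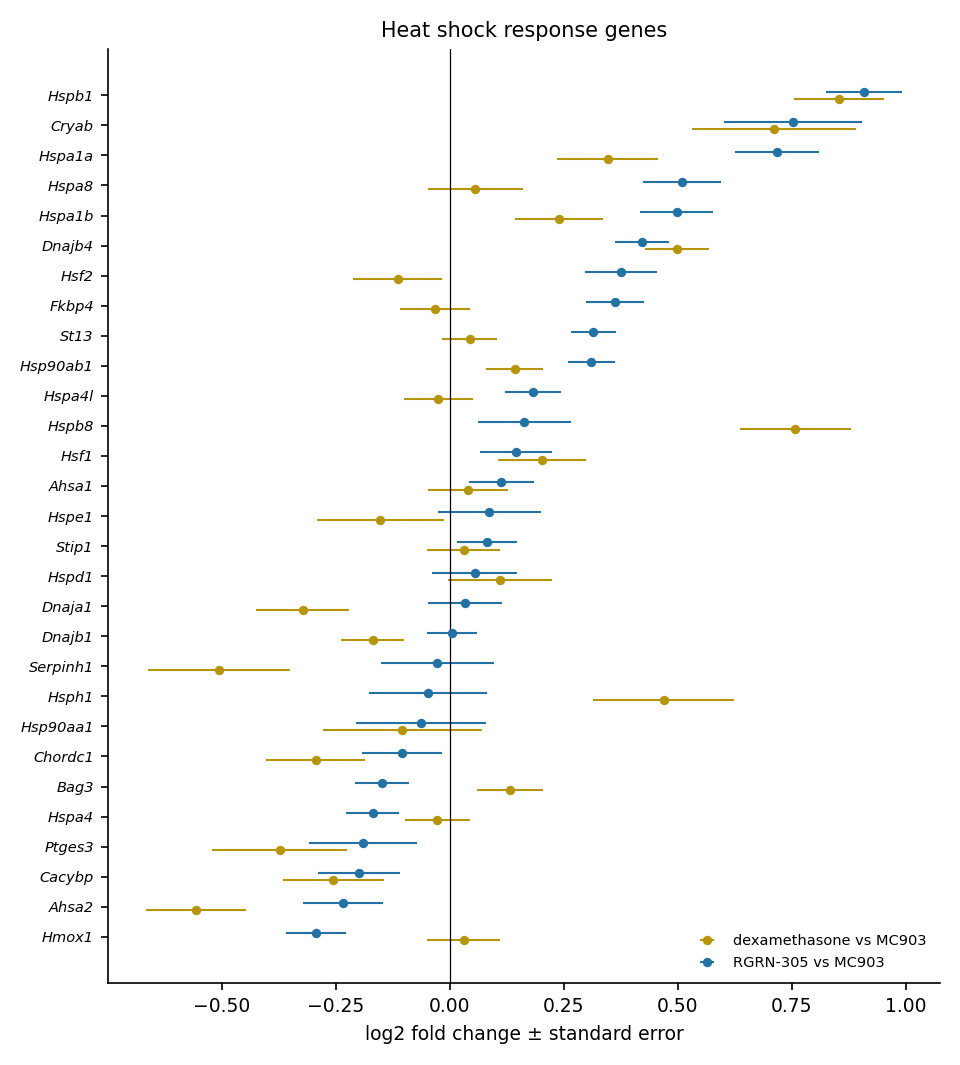
Log2 fold changes with standard errors (horizontal axis) of 29 heat shock genes for RGRN-305 against MC903 (blue) and dexamethasone against MC903 (yellow), ordered by the former. Hspb1 (0.91 and 0.85), Cryab and Hspa1a (0.72 and 0.35) are at the top.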

To investigate a potential compensatory heat shock response secondary to HSP90 inhibition by RGRN-305, the gene expression of *HSPA1A* (HSP70) and *HSPB1* (HSP27) was determined by qPCR and RNA sequencing (**Supplementary Figure S4**). In primary human keratinocytes, RGRN-305 treatment caused a trend towards upregulation of *HSPA1A* (*P* = 0.059), whereas no change was observed for *HSPB1*. In the MC903-mouse model, RGRN-305 treatment led to a highly significant upregulation of *Hspa1a* and *Hspb1.*

## Discussion

In this study, we discovered HSP90 inhibition by RGRN-305 robustly suppressed inflammation in experimental models of AD by significantly reducing clinical symptoms of dermatitis (erythema and oedema), immune cell infiltrations, expression of key cytokines (e.g., IL-4 and IL-13) and signalling pathways (STAT3 and STAT6) related to AD. Thus, our encouraging results suggest HSP90 may be considered a novel therapeutic target for AD, providing preclinical validation for further clinical investigations in patients.

While HSP90 inhibitors have been researched for oncological disorders, the therapeutic potential of HSP90 inhibitors in inflammation has been sparsely examined. To the best of our knowledge, two proof-of-concept clinical studies and a small number of preclinical studies have been conducted (18, 19, 31, 32). Our findings are in line with other preclinical studies beyond atopic dermatitis wherein HSP90 inhibition exerted anti-inflammatory effects by targeting several inflammatory cytokines (e.g. TNF, IL-1β, and IL-6) and signalling pathways (e.g. ERK1/2, p38, and JNKs) (8, 12, 14, 33).

Atopic dermatitis is routinely treated with emollients in combination with topical anti-inflammatory treatments such as corticosteroids or calcineurin inhibitors as first-line therapies, whereas systemic treatments are reserved for more severe or recalcitrant cases (34). We demonstrated that both topical and oral RGRN-305 significantly reduced AD-like skin inflammation in mice. While both routes of administration may be feasible in treating AD, topically delivered RGRN-305 may be the better option as the reduction of ear thickness was 50-54% compared with 28% for oral RGRN-305. Moreover, topical RGRN-305 demonstrated similar or slightly inferior efficacy compared with topical dexamethasone, a very potent corticosteroid (35). Yet, RGRN-305 treatment resulted in significantly less weight loss compared with dexamethasone, indicating a more favourable safety profile. In agreement, oral treatment with RGRN-305 has been well-tolerated in proof-of-concept studies with psoriasis and hidradenitis suppurative patients (18, 19). It is worth nothing that RGRN-305 has been shown to accumulate in the skin (9), thus additional time than this duration study investigated (nine days) may allow orally delivered RGRN-305 to build sufficient levels in the skin and thereby increase the efficacy. Considering that atopic dermatitis is treated frequently with topical corticosteroids, it may be relevant to consider whether treatment with RGRN-305 in combination with dexamethasone may enhance the immunosuppressive and clinical effects in AD, warranting further investigation.

In the acute phase of AD, a Th2 response is initiated and shifts towards a dominancy of Th1 response as the disease progresses into its chronic stage (36, 37). Activated keratinocytes, as key effector cells, play a crucial role in promoting immune dysregulation by secreting a variety of cytokines and chemokines (e.g. IL-1β, IL-6, CCL17, TSLP), contributing to the pathogenesis in AD (38). In primary human keratinocytes and mice, RGRN-305 treatment strongly suppressed Th1- and Th2-associated cytokines and chemokines implicated in AD (**Figures 1**, **5**). In human keratinocytes, RGRN-305 inhibited the phosphorylation (i.e., activation) of STAT3 and, to a lesser extent, STAT6 (**Figure 2**); two key signalling proteins downstream of the IL-4 receptor (39). In accordance, enrichment analysis from the mouse model showed JAK-STAT signalling was highly downregulated by RGRN-305. Interestingly, another recent study (n = 7) discovered that HSP90 inhibition disrupted JAK-STAT signalling by potently decreasing JAK2 expression and the phosphorylation of STAT3 and STAT5 in patients with myeloproliferative neoplasms (40). In addition, the relation between HSP90 and activation of STAT3, STAT5 and STAT6 have been reported in preclinical cancer studies, further supporting our findings (41–43). The recent success of therapeutics targeting JAK-STAT pathways highlights the importance of these pathways in AD, and it may be one of the mechanisms by which HSP90 inhibition ameliorates AD (44). However, considering the wide range of client proteins targeted by HSP90 inhibition, the anti-inflammatory effects are most likely attributable to other mechanisms as well.

While the pathophysiological mechanisms underlying AD are complex, it is noteworthy that inhibition of cell-surface HSP90 has been demonstrated to reduce Toll-like receptor (TLR) signalling in response to pathogen-associated molecular patterns (PAMPs) in human monocytes, suggesting that HSP90 promotes TLR signalling (45). This relationship may have implications for AD, as TLR signalling can influence various cell types with wide-ranging effects, potentially affecting vitamin D metabolism (46). Further research is warranted to investigate the significance of this potential mechanism in atopic dermatitis.

HSP90 inhibitors may trigger a heat shock response by dissociating heat shock factor 1 (HSF1) from HSP90, which may induce the expression of HSP70 and HSP27 (47, 48). RGRN-305 treatment was associated with an increased expression of *HSPA1A* (HSP70), indicating a heat shock response. However, the clinical significance of a heat shock response in inflammatory skin diseases is still not fully understood (31). HSP70 has been reported to elicit immunosuppressive effects in an animal model of atopic dermatitis, whereas HSP70 has displayed both anti- and pro-inflammatory effects in other models of inflammatory skin diseases (49–52). Further research is needed to determine the role of a heat shock response in atopic dermatitis.

Limitations of the study include the inherent nature of basic research and experimental models that may encounter challenges when translating the findings into clinical practice. Nonetheless, the accumulating evidence of HSP90 inhibition exerting broad anti-inflammatory effects together with the findings from this study increases the likelihood of clinical success in treating AD. Another limitation is that the effects of RGRN-305 in specific cell types beyond keratinocytes have not been evaluated. However, the mouse experiments capture the complex interplay and contribution of various cell types in the skin. Lastly, the permeability of mice skin varies to human skin, and therefore further studies should evaluate optimal drug formulations enhancing the permeation and efficacy of topical RGRN-305.

In conclusion, HSP90 inhibition by RGRN-305 potently suppressed inflammation using *in vitro* and *in vivo* experimental models mimicking AD, providing evidence that HSP90 inhibition may be a novel mechanism of action in treating AD.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE246569.

## Ethics statement

The studies involving humans were approved by Central Jutland Regional Committee on Health Research Ethics (M-20110027). The studies were conducted in accordance with the local legislation and institutional requirements. The participants provided their written informed consent to participate in this study. The animal study was approved by The Danish Animal Experiments Inspectorate (2022-15-0201-01267). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

HB: Conceptualization, Formal analysis, Funding acquisition, Investigation, Methodology, Visualization, Writing – original draft, Writing – review & editing. AB: Methodology, Supervision, Writing – review & editing. GG: Conceptualization, Funding acquisition, Writing – review & editing. LI: Conceptualization, Funding acquisition, Methodology, Supervision, Writing – review & editing. CJ: Conceptualization, Formal analysis, Funding acquisition, Investigation, Methodology, Supervision, Writing – review & editing.

## Supplementary material

Supplementary Appendix S1 Study report from Comparative Biosciences, Inc.

Supplementary Figure 1 Cytotoxicity of RGRN-305 in stimulated primary human keratinocytes.

Supplementary Figure 2 Relative body weights throughout the experiments.

Supplementary Figure 3 Ear thickness measures from experiments conducted at Comparative Biosciences, Inc.

Supplementary Figure 4 Gene expression of *HSPA1A/Hspa1a* and *HSPB1/Hspb1*.

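The 3 sheets of the table compare MC903 with vehicle, RGRN-305 with MC903, and RGRN-305 with dexamethasone. For each gene they give an Ensembl identifier and symbol, the mean normalized count over all libraries (baseMean), the log2 fold change and its standard error from DESeq2 (lfcSE), the Wald statistic (the ratio of the former to the latter), its p-value and the p-value adjusted for the number of genes tested. A positive log2 fold change means a higher level in the group named first in the sheet. Parts of the sheets, holding 1999, 1999 and 915 genes, were compared here with edgeR. Among the genes that edgeR also tested (905, 931 and 642), the paper's log2 fold changes and those from edgeR had a Pearson correlation across genes of 0.998, 0.999 and 0.999, with a median absolute difference of 0.04, 0.02 and 0.02. At an adjusted p below 0.05 and a log2 fold change beyond 1.5, these parts held 1342, 907 and 422 of the paper's DEGs. Of these, filterByExpr kept 905, 642 and 336, and edgeR called 904, 627 and 324 of the kept ones in the same direction. These numbers also mean that all 905 genes compared for MC903 against vehicle were DEGs of the paper, so that the agreement is measured largely on strongly changed genes and not on a sample of each sheet.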

Supplementary Table 1 Lists of all genes derived from the differential expression analyses.

# Supplementary material for: Heat shock protein 90 inhibition attenuates inflammation in models of atopic dermatitis: a novel mechanism of action
**Source:** Front Immunol. 2024 Jan 11;14:1289788. doi: 10.3389/fimmu.2023.1289788
**Supplement:** Supplementary Appendix S1 — Study report from Comparative Biosciences, Inc.

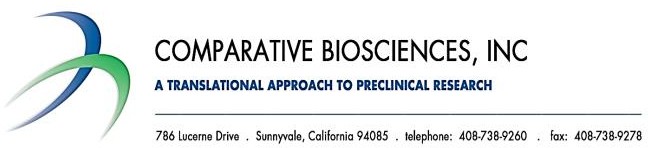

# STUDY REPORT

**Model Development and Efficacy Study of an Orally Administered HSP90 Inhibitor (RGRN-305) in Atopic Dermatitis Induced by MC903 in BALB/c Mice**

# Study Number: CB21-5006-M-EF IACUC Proposal Number: CB21-5006-M-EF

## Testing Facility:

**Comparative Biosciences, Inc.**

## 786 Lucerne Drive

**Sunnyvale, CA 94085**

## Sponsor:

**Regranion, LLC 194 Ionsborough Street**

## Mount Pleasant, SC 29464

**Sponsor's Test Article:**

**RGRN-305**

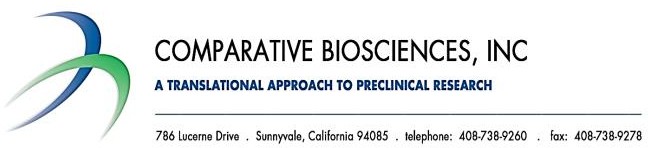

# KEY PERSONNEL

**Model Development and Efficacy Study of an Orally Administered HSP90 Inhibitor (RGRN-305) in Atopic Dermatitis Induced by MC903 in BALB/c Mice**

# Study Number: CB21-5006-M-EF IACUC Proposal Number: CB21-5006-M-EF

### Key Study Personnel:

Study Director: T. Kristian von Almen, PhD

Lead Biologist: Ethan Haslett

Attending Veterinarian: Miranda Abrahams, DVM Histopathology: Carol Meschter, DVM, PhD, DACVP Histology Manager: Fariba Chalajour, PhD

Testing Laboratory: Comparative Biosciences, Inc.

786 Lucerne Drive

Sunnyvale, CA 94085

Histopathology: Carol Meschter, DVM, PhD, DACVP

Comparative Biosciences, Inc.

Test Sites: Additional Tissue Analysis

Icahn School of Medicine at Mount Sinai Icahn Medical Institute #13-76

Sponsor Representative: Gautam Ghatnekar, PhD

### Key Study Dates:

Study Initiation: 30 July 2021

Study Completion: Date of final report signature

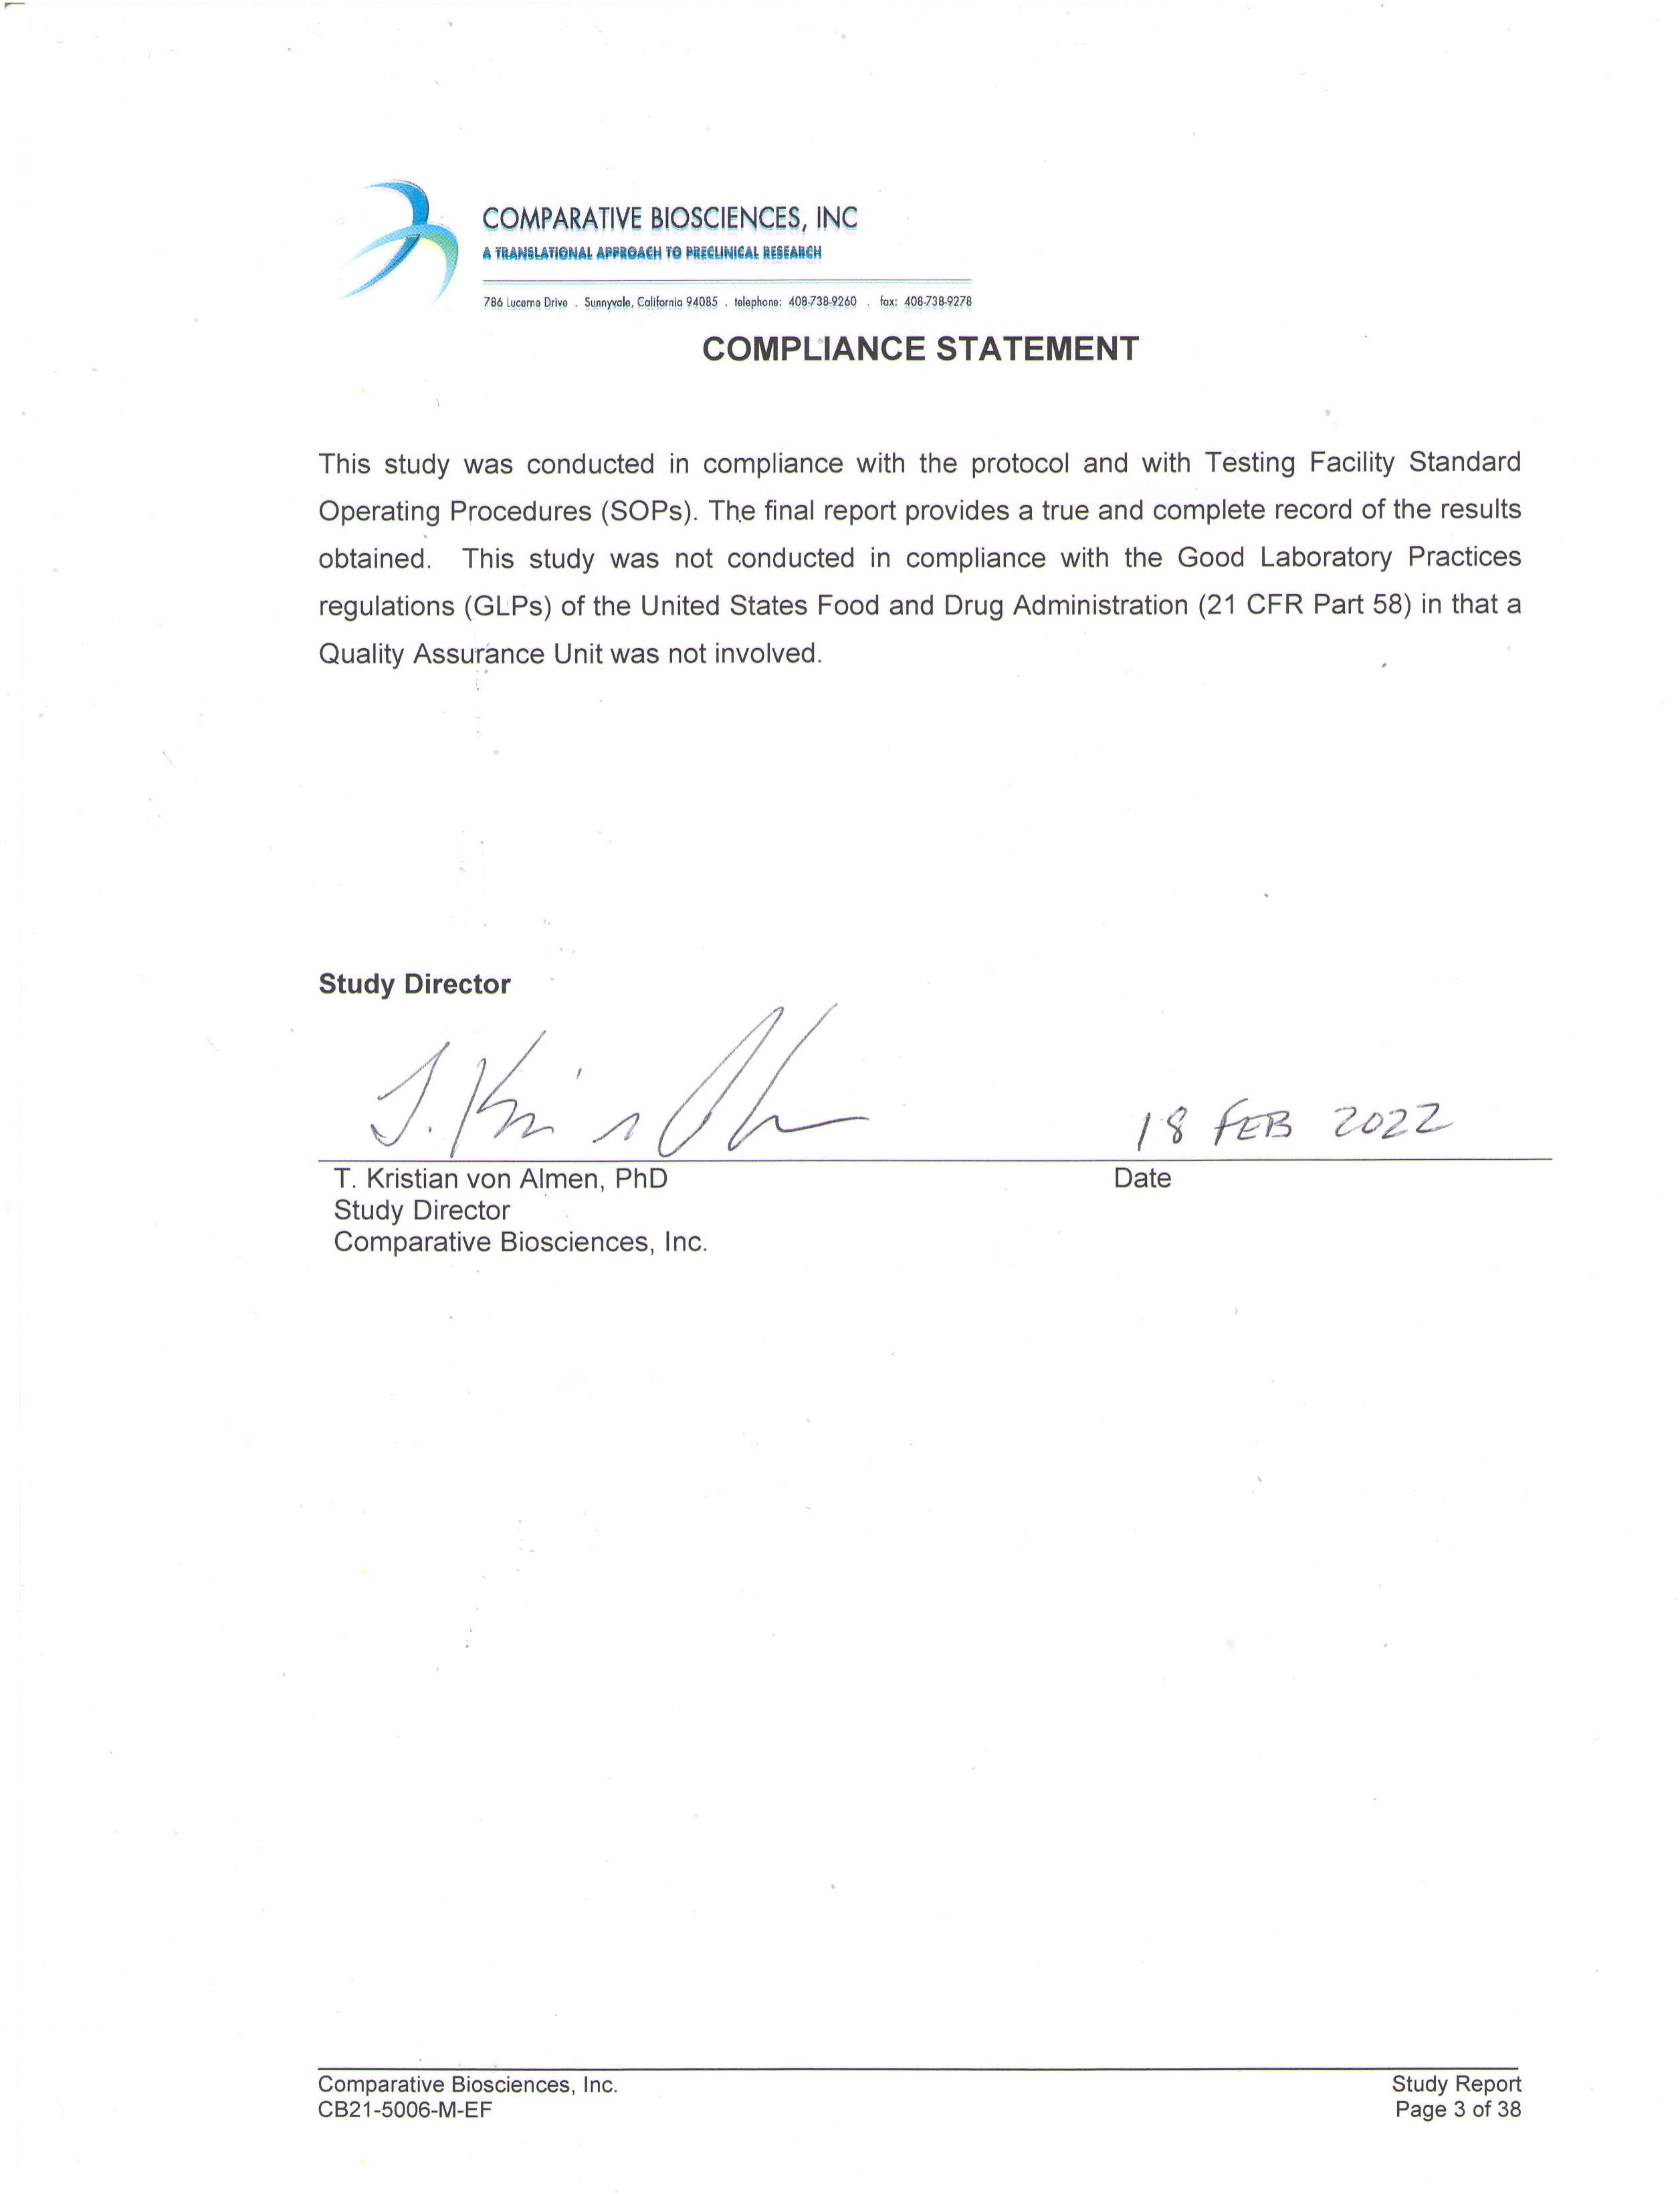

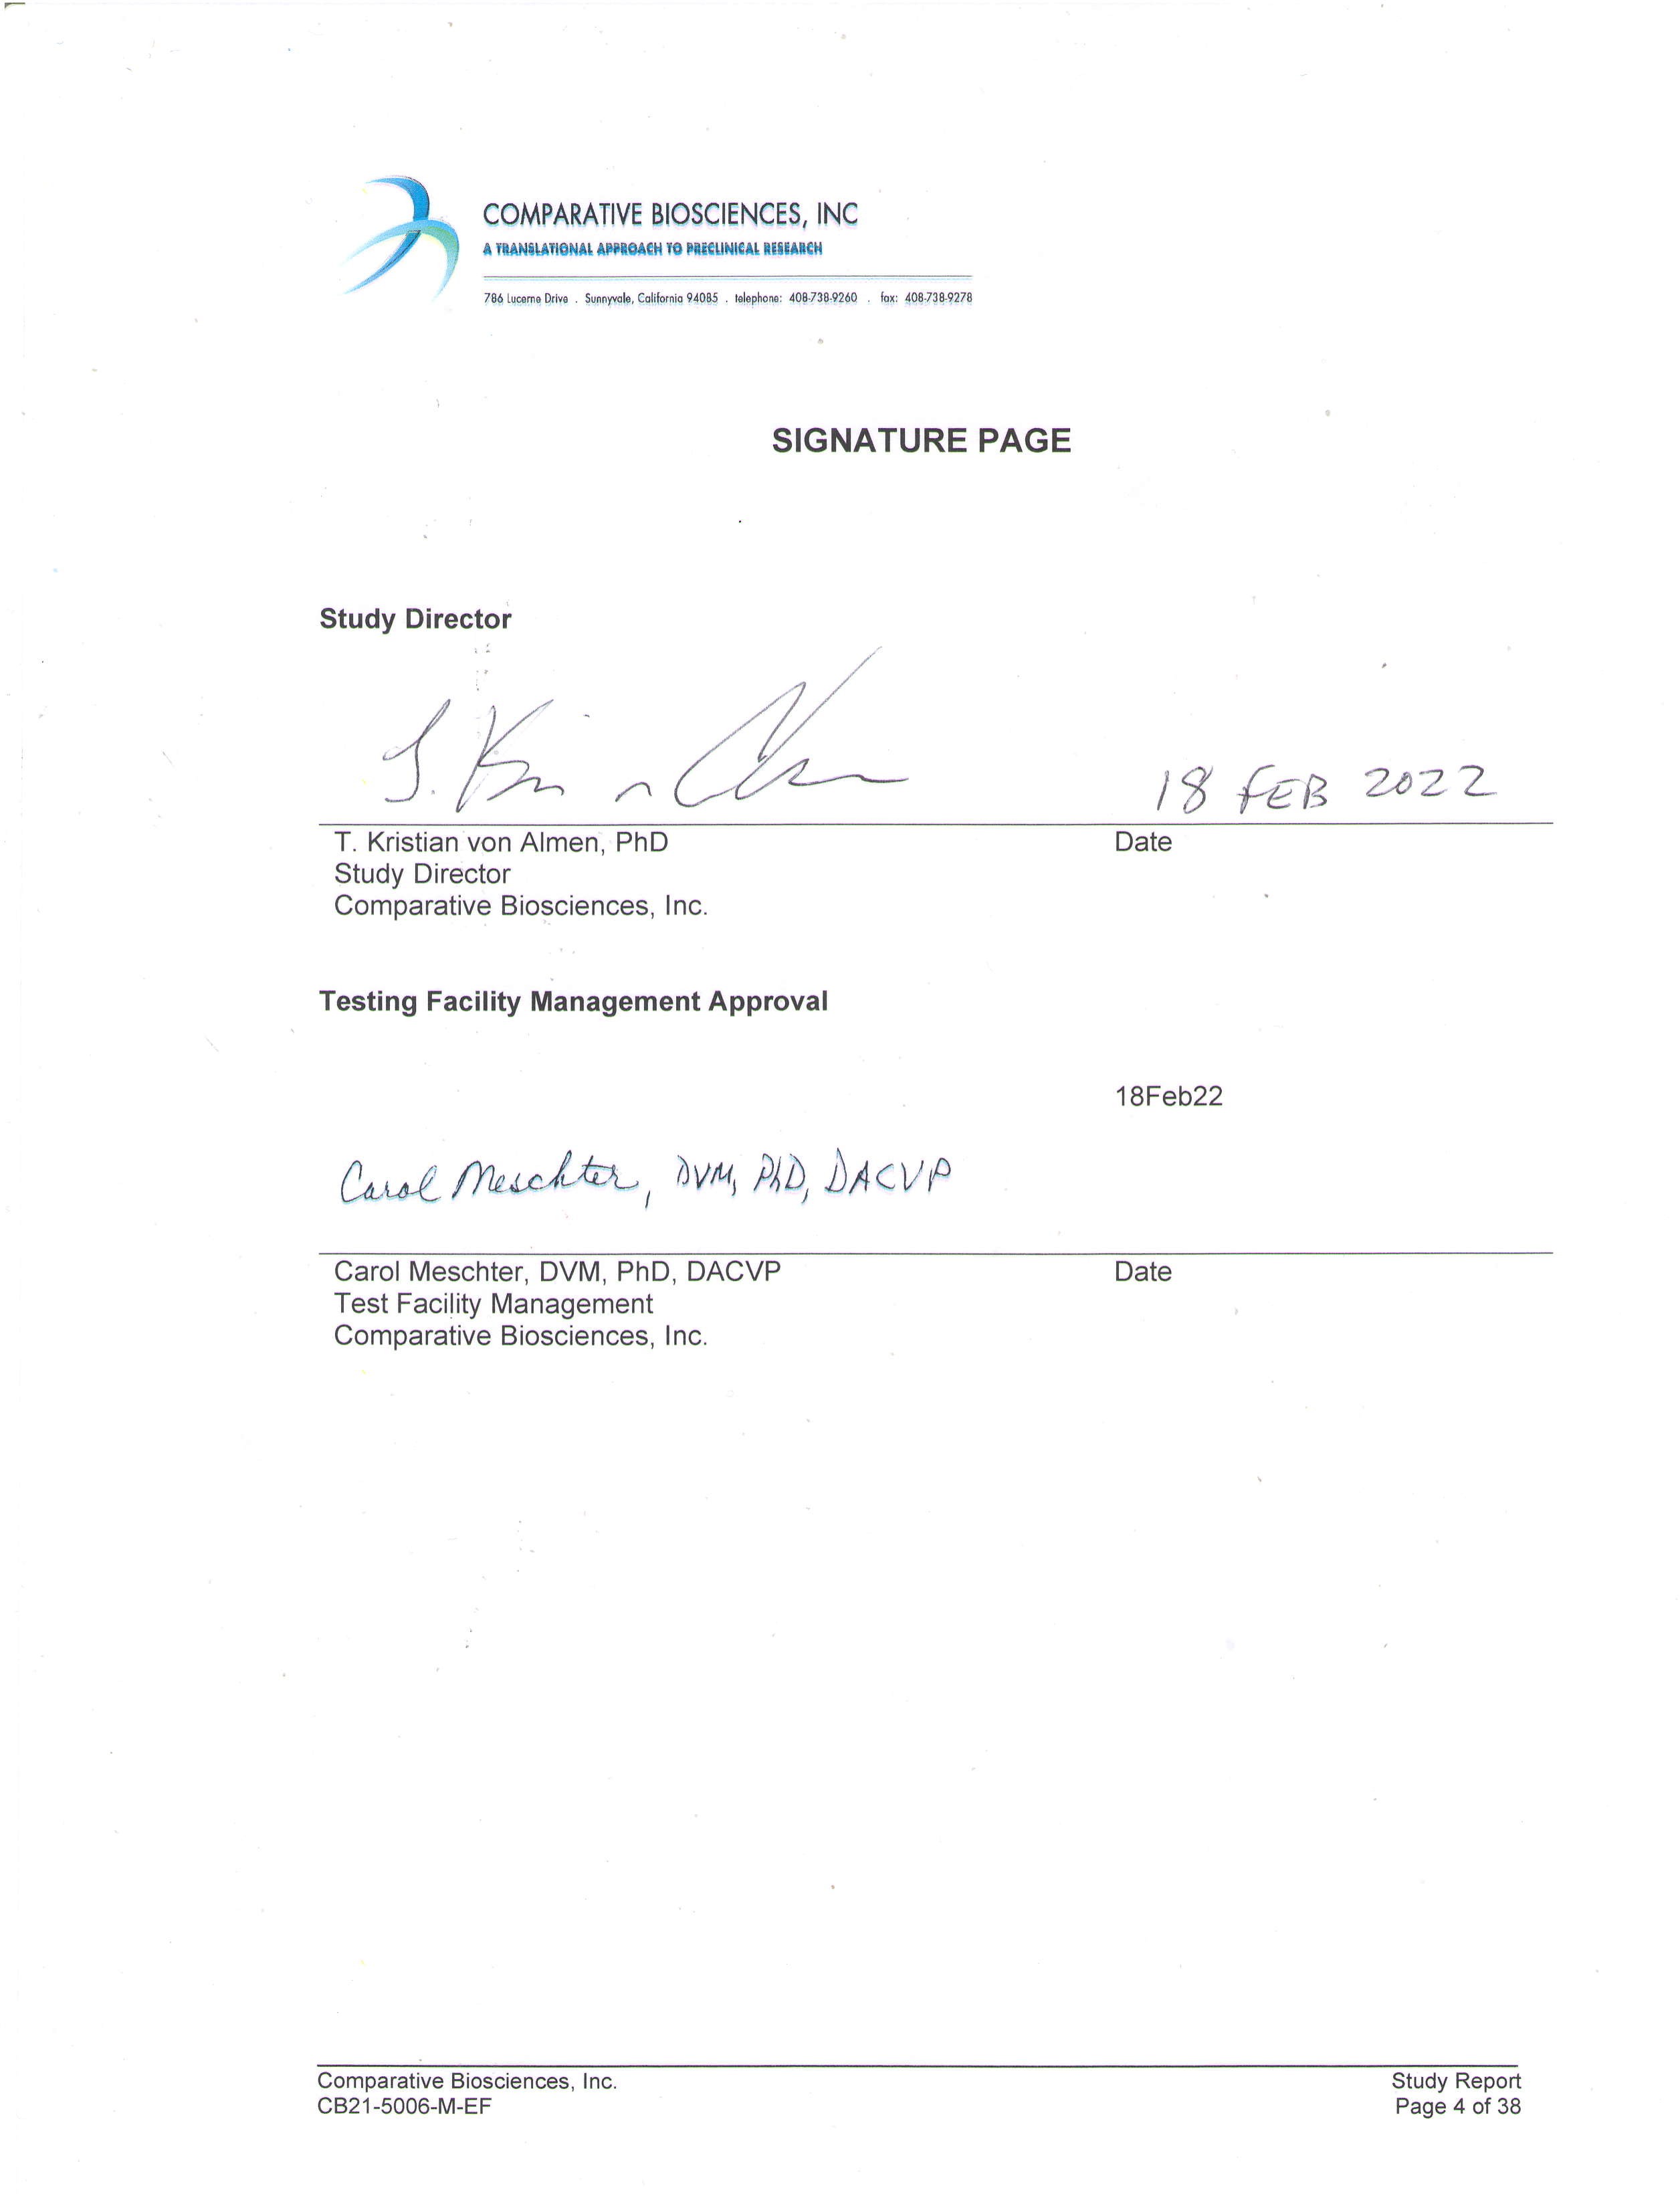

**TABLE OF CONTENTS**

(This report consists of 38 pages plus 3 appendices, which are numbered separately.)

[KEY PERSONNEL 2](#_bookmark0)

[COMPLIANCE STATEMENT 3](#_bookmark1)

[SIGNATURE PAGE 4](#_bookmark2)

[TABLE OF CONTENTS 5](#_bookmark3)

[SUMMARY 7](#_bookmark4)

1. [INTRODUCTION 8](#_bookmark5)
2. [STUDY DESIGN 8](#_bookmark6)

[Table 1. Summary of Pilot Study Design 9](#_bookmark7)

[Table 2. Summary of Efficacy Study Design 9](#_bookmark8)

1. [MATERIALS AND METHODS 9](#_bookmark9)
   1. [Test and Control Articles 9](#_bookmark10)
   2. [Dose Preparation 10](#_bookmark11)
   3. [Stability Under the Conditions of Administration 10](#_bookmark12)
   4. [Test System 11](#_bookmark13)
   5. [Atopic Dermatitis Induction 13](#_bookmark14)
   6. [Dose Administration 13](#_bookmark15)
   7. [Referrence1 13](#_bookmark16)
2. [MEASURES AND ASSESSMENTS 13](#_bookmark18)
   1. [Clinical Observations 13](#_bookmark19)
   2. [Body Weights 14](#_bookmark20)
   3. [Food Consumption 14](#_bookmark21)
   4. [Water Consumption 14](#_bookmark22)
   5. [Draize Scoring 14](#_bookmark23)
   6. [Ear Thickness Measures 14](#_bookmark24)
   7. [Ear Photography 14](#_bookmark25)
   8. [Euthanasia and Tissue Collection 14](#_bookmark26)
   9. [Histopathology 14](#_bookmark27)
   10. [Statistical Analysis 15](#_bookmark28)
   11. [Archives 15](#_bookmark29)
3. [RESULTS 15](#_bookmark30)
   1. [Model Induction 15](#_bookmark31)
   2. [Acclimation 15](#_bookmark32)
   3. [Mortality 15](#_bookmark33)
4. [RESULTS (Pilot Study) 15](#_bookmark34)
   1. [Clinical Observations 15](#_bookmark35)
   2. [Body Weights 16](#_bookmark36)
   3. [Draize Scores 16](#_bookmark37)
   4. [Ear Thickness Scores 16](#_bookmark38)
   5. [Euthanasia 16](#_bookmark39)
   6. [Histopathology 16](#_bookmark40)
   7. [Summary and Conclusions 16](#_bookmark41)
5. [RESULTS (Efficacy Study) 17](#_bookmark42)
   1. [Clinical Observations 17](#_bookmark43)
   2. [Body Weights 17](#_bookmark44)
   3. [Draize Scores 17](#_bookmark45)
   4. [Ear Thickness Scores 17](#_bookmark46)
   5. [Ear Photographs 18](#_bookmark47)
   6. [Necropsy 18](#_bookmark48)
   7. [Histopathology 18](#_bookmark49)
6. [DISCUSSION AND CONCLUSIONS 18](#_bookmark50)
7. [DATA TABLES and FIGURES 20](#_bookmark51)

[PILOT STUDY DATA 21](#_bookmark52)

[Table 3. Clinical Observations (Pilot Study) 22](#_bookmark53)

[Table 4. Absolute and Relative Body Weights (Pilot Study) 22](#_bookmark54)

[Table 5. DRAIZE Scores (Pilot Study) 23](#_bookmark55)

[Table 6. Ear Thickness Measures (Pilot Study) 24](#_bookmark56)

[Table 7. Histology Scores (Pilot Study) 25](#_bookmark57)

[EFFICACY STUDY DATA 26](#_bookmark58)

[Table 8. Clinical Observations (Efficacy Study) 27](#_bookmark59)

[Table 9. Absolute and Relative Body Weights (Efficacy Study) 28](#_bookmark60)

[Table 10. Draize Scores (Efficacy Study) 29](#_bookmark61)

[Table 11. Ear Thickness Measures (Efficacy Study) 32](#_bookmark62)

[Figure 1. Representative Ear Photographs, Day 0 34](#_bookmark63)

[Figure 2. Representative Ear Photographs, Day 6 35](#_bookmark65)

[Figure 3. Representative Ear Photographs, Day 9 36](#_bookmark66)

[Figure 4. Representative Ear Photographs, Day 9 37](#_bookmark67)

[Table 12. Histology Scores (Efficacy Study) 38](#_bookmark68)

[APPENDIX A: Protocol and Amendment A1](#_bookmark69)

[APPENDIX B: Certificates of Analysis and MSDS B1](#_bookmark100)

[END of REPORT 63](#_bookmark101)

## SUMMARY

The objective of this study was to provide data on the efficacy of an orally administered HSP90 inhibitor (RGRN-305) in atopic dermatitis induced by MC903 in mice. Initially, a pilot study was conducted to assure MC903 would induce atopic dermatitis and that treatment with a positive control (dexamethasone) would ameliorate the dermatitis. Atopic dermatitis was successfully induced in animals with topical administration of MC903[1](#_bookmark16) applied to both shaved ears from Day 0- 4 and Day 7-8. Group 1 received no treatment; Group 2 was treated orally or subcutaneously with dexamethasone. Clinical observations, body weight, Draize scores (erythema, edema) and ear thickness measures were taken during in-life, beginning Day 0 (prior to induction). Ears were collected and evaluated histopathologically post treatment. Results from the pilot study indicated successful induction of atopic dermatitis with MC903. Untreated animals exhibited both clinical and histological signs of atopic dermatitis, specifically increased ear thickness, erythema, edema and histologic findings. Animals treated with dexamethasone lost weight and exhibited less severe clinical and histologic findings compared to untreated controls. Animals treated subcutaneously with dexamethasone had less severe histological findings than orally treated animals. As such, subcutaneous dexamethasone was used as the Positive Control in the efficacy study.

Efficacy study consisted of the following. Group 1 were naïve, untreated controls. Atopic dermatitis was induced in Groups 2-7 with topical administration of MC903[1](#_bookmark16) (per above). Mice in Groups 2-7 were administered no treatment, oral Vehicle, oral Test Article (RGRN-305 at low, medium or high dose), or subcutaneous dexamethasone prior to induction of skin inflammation, then daily thereafter through in-life. Materials and methods were the same as the pilot study (above) with exception that terminal blood was collected (cytokine analysis) at termination in the efficacy study. Efficacy study results indicated that atopic dermatitis was successfully induced with MC903. RGRN-305 was well tolerated clinically and dexamethasone treated animals lost weight as expected. Induced, untreated, Vehicle and low dose RGRN-305 treated animals exhibited severe clinical and histological signs of atopic dermatitis, specifically increased ear thickness, erythema, edema and histologic findings. Animals treated with mid and high dose RGRN-305 exhibited moderate, less severe clinical and histologic findings compared to untreated and Vehicle controls. Animals treated with subcutaneous dexamethasone had minimal clinical and histological findings compared to untreated and Vehicle controls. As such, mid and high dose RGRN-305 effectively ameliorated clinical and histologic signs of atopic dermatitis but were markedly less effective than dexamethasone.

## INTRODUCTION

The objective of this study was to provide data on the efficacy of an orally administered HSP90 inhibitor (RGRN-305) in atopic dermatitis (AD) induced by MC903 in mice. Initially, a pilot study was conducted which demonstrated that MC903 induced atopic dermatitis and that treatment with Positive Control (dexamethasone) ameliorated the dermatitis.

## STUDY DESIGN

The study protocol and one amendment are included [Appendix A**.**](#_bookmark69) The study design is outlined in [Table 1](#_bookmark7) (Pilot Model Development Study) and [Table 2](#_bookmark8) (Efficacy Study), below. Pilot study consisted of two groups of 4 animals each (2 male, 2 female). AD was induced bilaterally in shaved ears of all mice ([Table 1](#_bookmark7)) with topical application of MC903[1](#_bookmark16) applied to both shaved ears from Day 0-4 and Day 7-8. Group 1 received no treatment; Group 2 was treated orally or subcutaneously (SC) with dexamethasone prior to induction of skin inflammation, then daily thereafter through in-life. Daily clinical observations, body weights, Draize scores, ear thickness measures and photos were recorded. Ears were collected for histopathologic evaluation at termination.

Efficacy study ([Table 2](#_bookmark8)) consisted of the following. Group 1 were naïve, untreated controls. AD was induced in Groups 2-7 with topical administration of MC903[1](#_bookmark16) (per above). Mice in Groups 2-7 were administered no treatment, oral Vehicle, oral RGRN-305 (low, medium or high dose), or SC dexamethasone prior to induction, then daily thereafter through in-life. Clinical observations, body weights, Draize scores and ear thickness were measured and photos were taken. Terminal blood and ears were collected at end life. Ears (punch biopsies) were standardly processed for histopathology. Slides were read by a board-certified veterinary pathologist. Additional ear samples (formalin fixed, snap frozen and stored in RNAlater) were collected and shipped to the Icahn School of Medicine at Mount Sinai (New York, NY) for analysis and reporting. Carcasses were disposed of with no further analysis.

### Table 1. Summary of Pilot Study Design

M=male, F=female, ^1^ Administered 1 hour after Test/Control Article, ^2^ Daily administration Day 0-Day 8, SC=subcutaneous,

^3^ Measurements prior to Test Article administration-weekdays only

### Table 2. Summary of Efficacy Study Design

M=male, F=female, ^1^ Administered 1 hour after Test/Control Article, ^2^ Daily administration Day 0-Day 8, SC=subcutaneous,

^3^ Measurements prior to Test Article administration, ^4^Sent to Sponsor’s lab for analysis and reporting

## MATERIALS AND METHODS

### Test and Control Articles

- - 1. **Test Article**

Test Article, RGRN-305 (an HSP90 Inhibitor), was provided by Sponsor as a lyophilized powder. It was received in good condition on 18 August 2021. Certificate of Analysis and MSDS are attached in [Appendix B.](#_bookmark100) Test Article was stored at 4ºC.

### Vehicle Article

Vehicle Article was 5% Kleptose solution (pH 4.5). The Testing Facility obtained the Vehicle Article from a commercial source and provide an amount sufficient for use in the study. Purity and identity of the Vehicle Article was accepted based on the product labeling. Vehicle solution was stored at 4ºC.

### Positive Control Article

Positive Control Article was Dexamethasone. The Testing Facility obtained the Positive Control Article from a commercial source and provide an amount sufficient for use in the study. Purity and identity of the Positive Control Article was accepted based on the product labeling. Positive Control Article was stored at room temperature.

### Dose Preparation

Test Article and Vehicle were prepared as follows.

Test Article: RGRN-305

Test Article solution was prepared in batches of 15 mL, stored at 4°C and used within one week.

- 120 mg of RGRN-305 was mixed with 11 mL of vehicle solution in a glass vial
- The solution was mixed by vortexing for 1 minute
- The pH was adjusted to 4.5 with 0.1N HCl (approximately 500 uL), the solution was vortexed regularly during pH adjustment to solubilize particles remaining on the vial wall
- The solution was vortexed for 10 min, this was repeated as needed if particles remained visible
- The solution was completed with vehicle solution up to 15 mL
- The solution was filtered on 0.2 or 0.22 um GHP or PSE filters and stored in a sterile vial

Vehicle: 5% Kleptose solution (pH 4.5)

Vehicle solution was prepared in batches of 30 mL, stored at 4°C and used within one week.

- 1.5 g of Kleptose (HPB Oral grade) was dissolved in 20 mL deionized water in a glass vial
- The solution was mixed by vortexing for 1 minute
- The pH was adjusted to 4.5 with 0.1N HCl
- The solution was completed with deionized water up to 30 mL
- The solution was filtered on 0.2 or 0.22 um GHP or PSE filters and stored in a sterile vial

Oral Vehicle and Test Articles were administered daily, starting on Day 0 one hour before the induction administration. Group 1 received Vehicle and Groups 2-4 – RGRN-305 at low, medium and high dose, respectively.

### Stability Under the Conditions of Administration

On the day of dosing, Test Article, RGRN-305, was diluted in Vehicle to permit dosing at low (20 mg/kg), medium (50 mg/kg) and high dose (100 mg/kg). Dose volumes were

calculated based on body weights. Animals were dosed orally via gavage. Dosing solutions were considered stable under the conditions of the study.

### Test System

Total 42 mice (*Mus musculus*; 21 males, 21 females) on study plus 2 male and 2 female spares (Model development = 4M, 4F; Main Study = 17M, 17F) were obtained from Charles River Laboratory (5 November 2021).

### Institutional Animal Care and Use Committee Approval

This study was conducted in accordance with a research proposal approved by the Institutional Animal Care and Use Committee of Comparative Biosciences, Inc.

### Receipt, Quarantine and Acclimation

The animals were received in good condition on 5 November 2021 and acclimated for 3 days. During the acclimation period, the mice were observed at least once daily for clinical signs of abnormality. No unusual signs were observed. On 8 November 2021, all of the animals appeared clinically normal and were released by Testing Facility veterinarian for use in the study.

### Identification

The mice were arbitrarily assigned sequential temporary animal identification numbers upon receipt at the Testing Facility. During the acclimation period and until assignment to study groups, the animals were identified by study number and temporary identification numbers displayed on each cage card. On 8 November 2021, the mice were weighed and randomly assigned to study groups. Upon assignment to a study group, each animal was ear-marked with a unique permanent identification number using indelible ink. A cage card displaying the animals’ permanent identification number and study number was displayed throughout the in-life period. The permanent animal identification numbers and their groups are shown in the Summary of Study Design Table above.

### Dosing Cohorts

Animals were dosed as a single cohort. The dose and route of administration were selected by the Sponsor based on the anticipated clinical use.

### Temperature and relative humidity

Controls were set to maintain the temperature and relative humidity of the animal rooms at 68-79ºF (20-26ºC) and 30-70%, respectively. These environmental parameters were monitored and recorded daily. During the treatment phase of the study, there were minor excursions from the specified temperature and humidity range. These minor temperature and humidity excursions were not considered to have affected the study results.

### Light cycle

Twelve hours of light and twelve hours of dark were provided in the animal rooms. A fluorescent light source was used, with lights turned on at approximately 0700 hours and turned off at approximately 1900 hours each day.

### Feed

LabDiet® 5001 Rodent Diet (Purina Mills, Inc., St. Louis, MO) or other approved diet were provided ad libitum throughout the acclimation and in-life phases. Lot number(s) and Certificate(s) of Analysis (as applicable) were maintained by the Testing Facility. There are no known contaminants that are reasonably expected to be present in the diet that are known to be capable of interfering with the purpose or conduct of the study.

### Water

Fresh water from Sunnyvale Municipal Water Supply was provided *ad libitum* to the animals via a rack watering system. The water supply is periodically monitored for chlorine content and bacterial contamination. Results of these analyses are maintained on file at the testing facility. There are no known contaminants that are reasonably expected to be present in the water that are known to be capable of interfering with the purpose or conduct of the study.

### Husbandry

Animals were group-housed in stainless steel cages. General procedures for animal housing and husbandry were conducted according to testing facility SOPs and met all regulations concerning use of animals in research, including the U.S. Department of Agriculture regulations (9 CFR Chapter 1) implementing the Animal Welfare Act (7 USC 2131 *et seq*.) and the recommendations of the National

Academy Press, 2011).

### Sanitation

All animal enclosures and equipment were cleaned and sanitized according to Testing Facility SOP.

### Final Selection and Randomization of Animals

No earlier than one (1) day prior to dosing, all animals were examined for general health by a qualified veterinarian. Animals not excluded for health reasons were weighed and selected for the study based on normal clinical presentation and moderate body weight. Animals were randomly assigned study groups. Details of the allocation procedure were filed with the raw data.

### Atopic Dermatitis Induction

Atopic Dermatitis (AD) was induced bilaterally in shaved ears of all mice ([Table 1,](#_bookmark7) [ref 1](#_bookmark17)) with topical application of MC903 (1.125nmol per ear or 25 µl total: 12.5 µl on dorsal,

12.5 µl ventral side of each ear) on Day 0-4 and 7-8. MC903 was administered 1-hour after Test or Control Article treatment.

### Dose Administration

On the day of dosing, Test Article, RGRN-305 8 mg/mL, was diluted in Vehicle to permit dosing at low (20 mg/kg), medium (50 mg/kg) and high dose (100 mg/kg). Dose volumes were calculated based on body weights. Animals were dosed orally via gavage.

### Referrence^1^

Moosbrugger-Martinz V, Schmuth M, Dubrac S. A Mouse Model for Atopic Dermatitis Using Topical Application of Vitamin D3 or of Its Analog MC903. Methods Mol Biol.

2017;1559:91-106. DOI: 10.1007/978-1-4939-6786-5_8. PMID: 28063040.

## MEASURES AND ASSESSMENTS

### Clinical Observations

Clinical observations, including overt signs of non-normal response were recorded once daily in all animals from Day 0 and throughout the study duration. All signs of clinical abnormality were recorded.

### Body Weights

The animals were weighed prior to Day 0, then weekly during study conduct.

### Food Consumption

Food consumption was not measured.

### Water Consumption

Water consumption was not measured.

### Draize Scoring

Bilateral DRAIZE scores were recorded daily (weekdays only), prior to Test Article administration.

### Ear Thickness Measures

Bilateral ear thickness (mm) was measured daily (weekdays), prior to Test Article administration.

### Ear Photography

Bilateral ear photographs were taken daily (weekdays), prior to Test Article administration.

### Euthanasia and Tissue Collection

The animals were euthanized on Day 9. Ears were collected and processed as follows. Punch biopsies (3 mm, taken from the center of the injection area) were standardly processed for histology evaluation at the Testing Facility. Remaining ear tissue from efficacy study animals was divided into three parts and processed for additional analysis. A section of each ear tissue was formalin fixed, another section snap frozen and another section was stored in RNAlater. All samples were shipped to Icahn School of Medicine, Mount Sinai (New York, NY) for analysis. Carcasses were disposed of with no further analysis.

### Histopathology

Bilateral ear tissue (punch biopsies) was examined histopathologically. Tissues were dehydrated, embedded in paraffin, sectioned at 3-5 µm, and stained with hematoxylin and eosin. Slides were evaluated via light microscopy by a board-certified veterinary pathologist including evaluation of the epidermis, subdermis and presence of inflammation. Changes were scored using the industry standard 5-point scoring system (Mann, et all, 2012).

### Statistical Analysis

Means and standard deviations were calculated using Microsoft Excel®. Results are detailed in tables and graphically in the report. Due to the small group size, statistical analysis was not performed data.

### Archives

Original raw data, or exact copies, will be stored under the control of the Testing Facility. The final report will be delivered to the Sponsor and a copy will be retained at the Testing Facility. All specimens will be returned to the Sponsor or to a facility to be designated by the Sponsor for storage.

## RESULTS

Pilot study data is presented in [Tables 3-7,](#_bookmark53) efficacy study data is located in [Tables 8-12.](#_bookmark59)

### Model Induction

MC903 successfully induced AD in both the pilot and efficacy study animal ears. Increases in erythema (redness), edema (swelling) and ear thickness measures were evident beginning on Day 3, which became more severe over time, especially in untreated animals. In addition, significant histologic findings were evident in induced, untreated or Vehicle treated ears in comparison to induced, dexamethasone treated ears. As such, dexamethasone successfully ameliorated clinical and histological signs of AD in this study.

### Acclimation

Animals in the pilot and efficacy study were acclimated for a minimum of three (3) days after receipt at Comparative Biosciences, Inc. Animals were observed daily during the acclimation period for clinical signs of abnormality. No unusual clinical signs were observed during the acclimation period in pilot or efficacy study animals.

### Mortality

There was no mortality in pilot or efficacy study.

## RESULTS (Pilot Study)

### Clinical Observations

Clinical observations are summarized in [Table 3.](#_bookmark53) A couple animals in each group were observed to be hunched or to have rough coat. This finding occurred in untreated and treated (dexamethasone) animals and is likely due to handling or induction procedure.

### Body Weights

Individual and group mean absolute and relative (% of Day 0) body weights are presented in [Tables 4.](#_bookmark54) Animals is both groups lost about 10% (Day 7) and 20% (Necropsy) of baseline weight. As expected, dexamethasone treated animals lost slightly more weight than untreated animals.

### Draize Scores

Individual and group mean Draize scoring of ears is detailed in [Table 5.](#_bookmark55) Erythema and edema were evident in ears of treated and untreated animals starting on Day 3. Findings were less severe in dexamethasone treated animals compared to untreated animals that evidenced increased signs of AD over time. There was no appreciable difference in findings between oral and SC dexamethasone treated animals.

### Ear Thickness Scores

Individual and group mean absolute and relative (% of Day 0) ear thickness measures are presented in [Table 6.](#_bookmark56) Ear thickness (mm) measures began increasing on Day 4 in treated and untreated animals. Measures were lower in dexamethasone treated animals compared to control animal values which increased significantly over time. There was no difference in oral and SC dexamethasone treated animals.

### Euthanasia

The animals were euthanized on Day 9 per CBI SOP. Ears were collected; punch biopsies (3 mm, taken from the center of the treatment area) were taken and standardly processed for histology evaluation at Testing Facility.

### Histopathology

Histopathological evaluation of ear biopsies is in [Table 7.](#_bookmark57) There was severe acute suppurative inflammation with edema, hyperemia and marked hyperplasia of the epithelium with multifocal ulceration and loss of the epithelium in Vehicle and orally treated (dexamethasone) animals. These findings were less severe (moderate) in subcutaneously treated (dexamethasone) animals.

### Summary and Conclusions – Pilot Study

AD was successfully induced with MC903 in the pilot, model development study. More severe clinical (erythema, edema, ear thickness) and histological (inflammation, edema, hyperemia, hyperplasia, ulceration) findings were observed in induced, untreated animals compared to those treated with dexamethasone. Animals treated SC with dexamethasone

had less severe findings than untreated or orally treated dexamethasone treated animals. As such, efficacy study used SC dexamethasone as the Positive Control treatment.

## RESULTS (Efficacy Study)

### Clinical Observations

Clinical observations are summarized in [Table 8.](#_bookmark59) There were no Test Article related clinical observations recorded. Incidental findings included bite marks (likely cage fighting) and rough coat in a couple animals.

### Body Weights

Individual and group mean absolute and relative (% of Day 0) body weights are presented in [Table 9.](#_bookmark60) Uninduced animals gained weight while induced, untreated animals lost about 6% of baseline weight during in-life. There was no appreciable Test Article effect on body weight as Vehicle and Test Article treated animals lost from 12% (Vehicle) to 8-12% (Test Article treated) of baseline body weight during study. Findings indicate that induction accounted for slight weight loss during study. As expected, dexamethasone treated animals lost substantial weight (15% at Day 7 and 22% at Day 9) during study.

### Draize Scores

Individual and group mean Draize scoring of ears is detailed in [Table 10.](#_bookmark61) No findings were recorded in uninduced, untreated animals (Group 1). Increased erythema and edema were evident in induced, untreated and Vehicle treated groups (Group 1 and 2). These observations were slightly less severe in low dose animals (Group 4) and findings were substantially less in mid and high dose animals (Group 5, Group 6) indicating that Test Article at these doses minimized clinically observed erythema and edema. As expected, dexamethasone treated animals displayed virtually no signs of erythema or edema during in-life.

### Ear Thickness Scores

Individual and group mean absolute and relative (% of Day 0) ear thickness measures (mm) are detailed in [Table 11.](#_bookmark62) Values in control, uninduced animals (Group 1) remained minimal during in-life. Thickness measures in induced, untreated (Group 2), Vehicle (Group 3) and low dose treated (Group 4) animals significantly increased (~2x) over time compared to control animals. Ear thickness was slightly improved in mid (Group 5) and high (Group 6) dose animals. As expected, dexamethasone treated animals evidenced only a slight increase in thickness and values were similar to control animals.

### Ear Photographs

Representative photographs of ears are displayed in [Figure 1 – 4.](#_bookmark63)

### Necropsy

The animals were euthanized on Day 9 per CBI SOP. Ears were successfully collected; punch biopsies (3 mm, taken from the center of the treatment area) were taken and standardly processed for histology evaluation. Remaining ear tissue from efficacy study animals was divided into three parts and processed for additional analysis. A section of each ear tissue was formalin fixed, another section snap frozen and another section was stored in RNAlater. All samples were shipped to Icahn School of Medicine, Mount Sinai (New York, NY) for analysis. Carcasses were fixed in 10% neutral buffered formalin for subsequent analysis by Additional Work Order.

### Histopathology

Histopathological evaluation of ear biopsies is in [Table 12.](#_bookmark64) There were no findings in control, uninduced animals. There was severe acute suppurative inflammation with edema, hyperemia and marked hyperplasia of the epithelium with multifocal ulceration and loss of the epithelium in induced, untreated (Group 2) Vehicle (Group 3) and low dose treated (Group 4) animals. These findings were less severe (moderate) in mid (Group 5) and high dose (Group 6) treated animals. Findings were mild in dexamethasone treated animals, as expected.

## DISCUSSION AND CONCLUSIONS

The objective of this study was to provide data on the efficacy of an orally administered HSP90 inhibitor (RGRN-305) in AD induced by MC903 in mice. Initially, a pilot study was conducted which demonstrated successful induction of AD which was ameliorated with positive control (dexamethasone). Untreated animals exhibited both clinical and histological signs of atopic dermatitis, specifically increased ear thickness, erythema, edema and histologic findings. Animals treated with dexamethasone lost weight and exhibited less severe clinical and histologic findings compared to untreated controls. Animals treated subcutaneously with dexamethasone had less severe histological findings than orally treated animals. As such, subcutaneous dexamethasone was used as the Positive Control in the efficacy study.

Efficacy study consisted of the following. Group 1 were naïve, untreated controls. Atopic dermatitis was induced in Groups 2-7 with topical administration of MC903[1.](#_bookmark16) Mice in Groups 2-7 were administered no treatment, oral Vehicle, oral RGRN-305 (low, medium or high dose),

or subcutaneous dexamethasone prior to induction, then daily thereafter. Clinical observations, body weight and ear assessments were recorded during in-life. Ears and terminal blood were collected at termination. Efficacy study results indicated that atopic dermatitis was successfully induced with MC903. RGRN-305 was well tolerated clinically and dexamethasone treated animals lost weight as expected. Induced, untreated, Vehicle and low dose RGRN-305 treated animals exhibited severe clinical and histological signs of atopic dermatitis, specifically increased ear thickness, erythema, edema and histologic findings. Animals treated with mid and high dose RGRN-305 exhibited moderate, less severe clinical and histologic findings compared to untreated and Vehicle controls. Animals treated with subcutaneous dexamethasone had minimal clinical and histological findings compared to untreated and Vehicle controls. As such, mid and high dose RGRN-305 ameliorated clinical and histologic signs of atopic dermatitis but were markedly less effective than dexamethasone.

1. **DATA TABLES and FIGURES**

# PILOT STUDY DATA

### Table 3. Clinical Observations (Pilot Study)

### Table 4. Absolute and Relative Body Weights (Pilot Study)

### Table 5. DRAIZE Scores (Pilot Study)

1=oral treatment, 2=subcutaneous treatment, Ery=erythema, Ede-edema

### Table 6. Ear Thickness Measures (Pilot Study)

1=oral treatment, 2= subcutaneous treatment

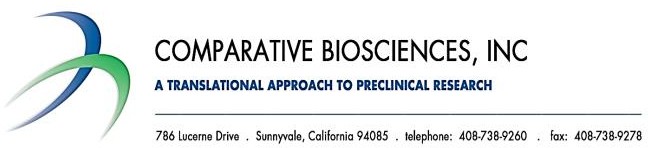

### Table 7. Histology Scores (Pilot Study)

SC=subcutaneous

# EFFICACY STUDY DATA

### Table 8. Clinical Observations (Efficacy Study)

NSO=no abnormal observations, TS=terminal sacrifice

### Table 9. Absolute and Relative Body Weights (Efficacy Study)

NX=necropsy

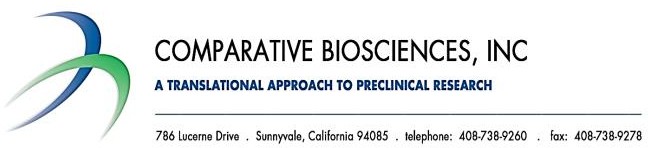

### Table 10. Draize Scores (Efficacy Study)

Ery=erythema, Ede=edema

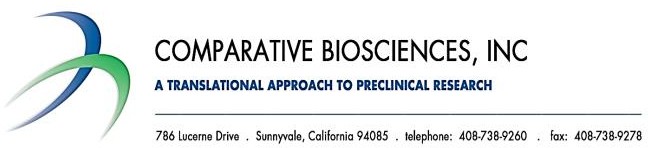

### Table 11. Ear Thickness Measures (Efficacy Study)

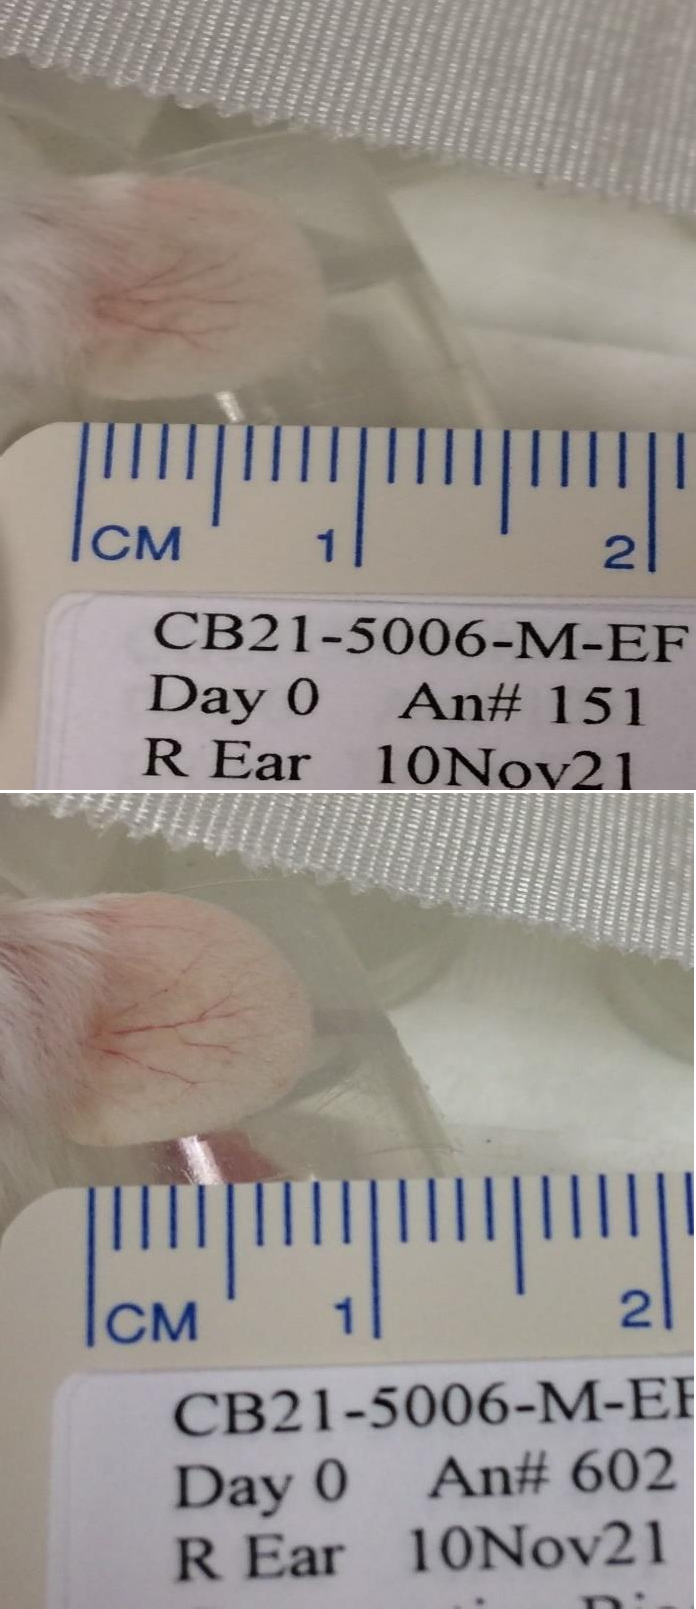

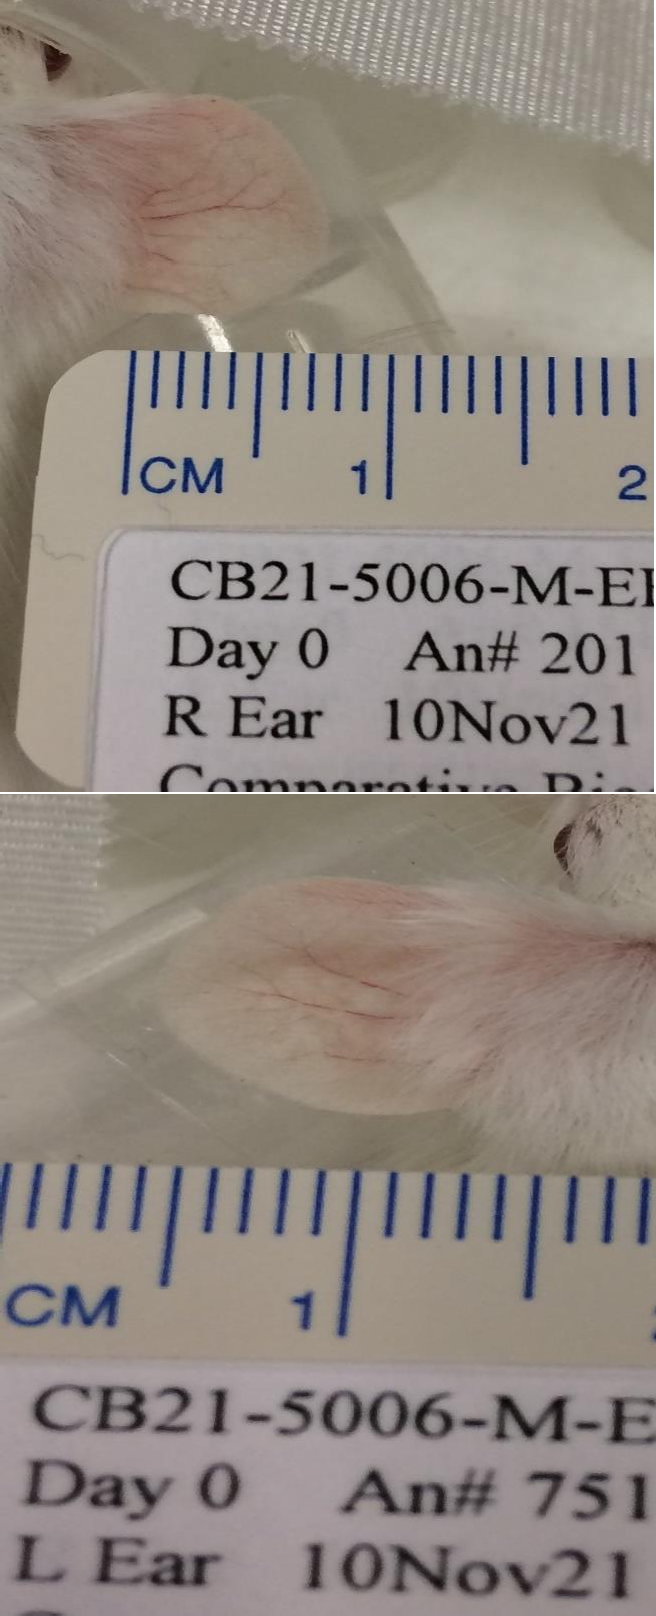

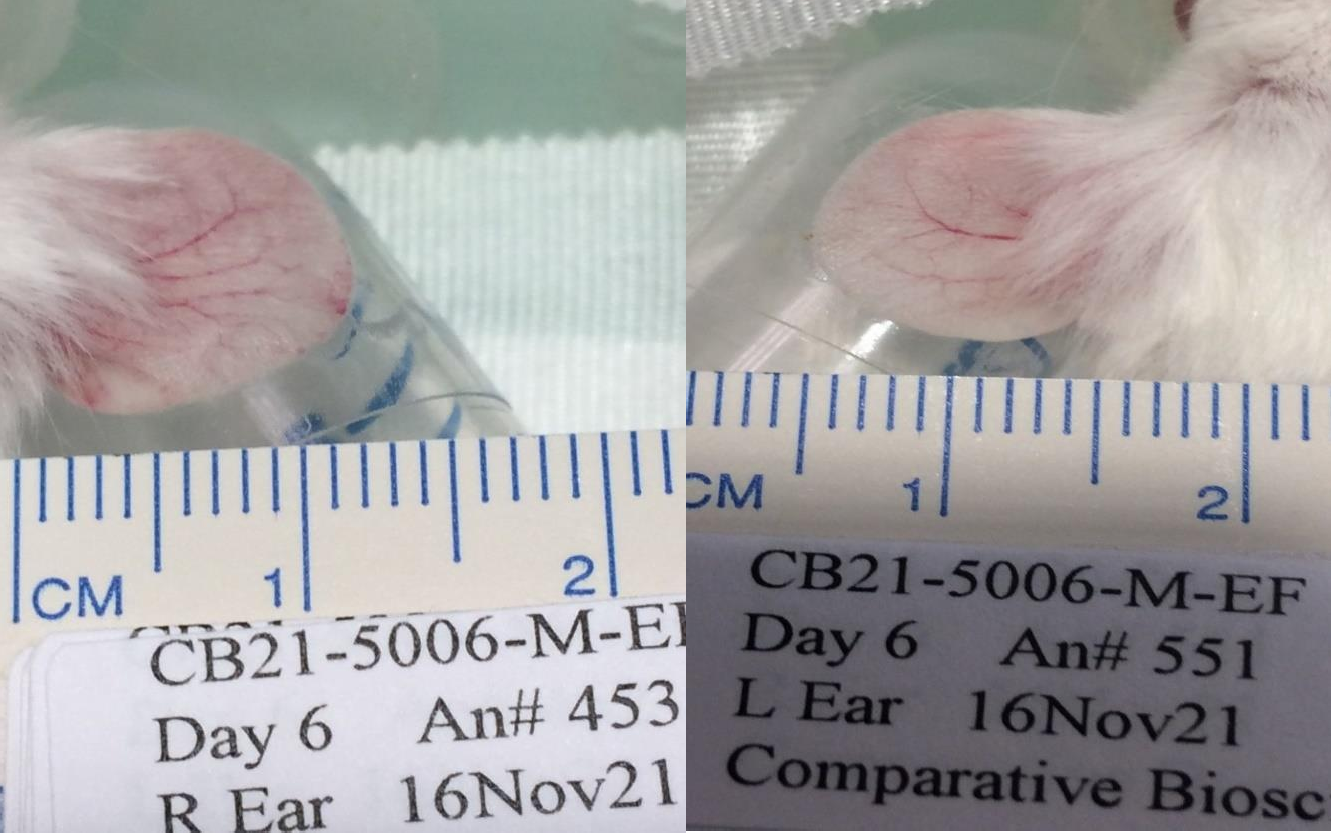

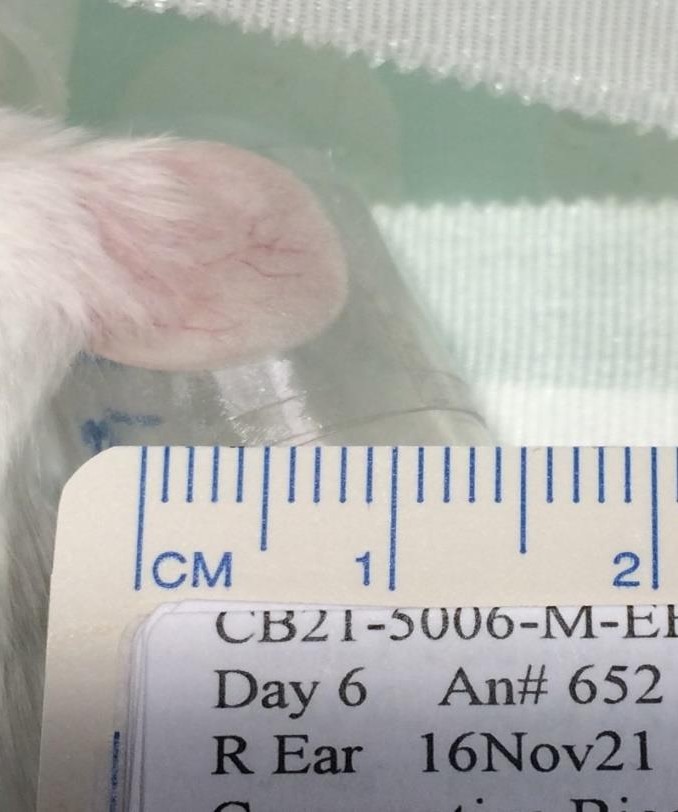

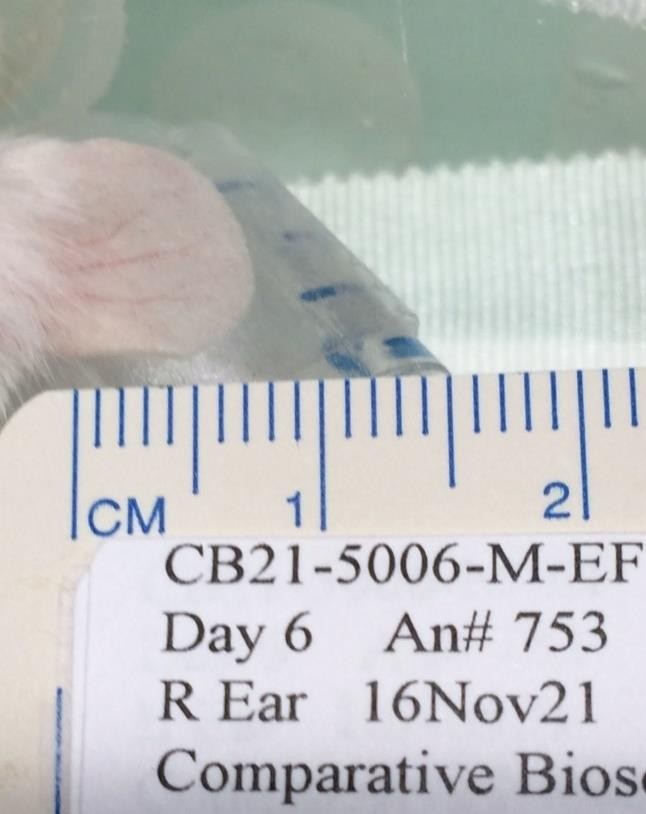

### Figure 3. Representative Ear Photographs, Day 9

How the deposited data were processed for this re-analysis (not part of the article)

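RNA of 4 mm ear biopsies from 26 mice was analysed: 6 mice given vehicle, 8 given MC903 and drug-vehicle, 8 given MC903 and RGRN-305, and 4 given MC903 and dexamethasone, each mouse being 1 library. As the paper describes, libraries were made from 100 ng of RNA with a strand-specific kit and sequenced in pairs of 150 bases, reads were aligned to the GRCm39 mouse genome with Subread (v. 2.10.3), and uniquely aligned, unambiguous reads were counted per gene. The deposited table holds raw whole-number counts for 57010 Ensembl gene identifiers, of which 17061 had no count in any library. Of the identifiers, 56310 were matched to the GENCODE annotation of the mouse (release 39) for symbols and coordinates, and 700 identifiers, with 0.0631% of the counts, had no symbol. Group and mouse number were taken from the sample titles. The depth of each group is given beside the first conclusion on RNA sequencing, and its range limits genes of low count most.

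Counts were analysed in R (v. 4.3.3) with edgeR (v. 4.0.16). Genes were kept by filterByExpr with its default minimum count of 10 and minimum total of 15, which left 20167 genes. Library sizes were scaled by TMM factors, with medians of 1.13 in vehicle, 0.953 in MC903, 0.986 in RGRN-305 and 0.944 in dexamethasone mice. A single quasi-likelihood model with robust dispersion estimates and 1 mean per group was fitted to all libraries, and all 6 pairs of groups were compared. P-values were adjusted by Benjamini-Hochberg within each comparison. DEGs had an adjusted p below 0.05 and an absolute log2 fold change above 1.5. Standard errors of log2 fold changes come from the same model. Levels are CPM with TMM-scaled library sizes, and log2 CPM values have a prior count of 2. The 4 cytokine genes and 2 heat shock genes of the paper were also compared by exact two-sided permutation of log2 CPM between each pair of groups, in 36 tests adjusted together.

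Transformed values for the principal component analysis were regularized log values from DESeq2 (v. 1.42.0), over the 500 genes of highest variance. Group separation was measured as pseudo-F of squared Euclidean distances over all kept genes, with exact permutation of the group names. Clustering used the DEGs of MC903 against vehicle with a mean normalized count above 25. The intervals of the reductions by each drug come from 2000 bootstrap samples of mice within groups, at a level of 95%. Correlations between effects were set against 50 simulations of unchanged groups.

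Pathways and cell types were read from 45 gene lists with 810 members, of which 805 were in the count table. The lists were written from general knowledge before the data were examined, and they are not the GO or KEGG lists. Each list was tested with camera in limma (v. 3.58.1) with a preset correlation of 0.01, and DEG enrichment with one-sided Fisher's exact tests. Genes named in the text were chosen by a rule set before the data were examined: those the paper names; the 5 largest rises and 5 largest falls of each comparison among DEGs with a symbol that is not a provisional or pseudogene name, a mean of at least 2 log2 CPM in a group and no overlap between the groups; up to 4 members of each list described with the smallest p; and Cyp24a1, Fkbp5 and Tsc22d3 as checks of the treatments. Other list members are named for their known function, chosen after their values were seen. Statistics outside R used Python (v. 3.11.15) with numpy (v. 2.4.6), pandas (v. 2.3.3), scipy (v. 1.17.1) and scikit-learn (v. 1.9.0), and plots were drawn with matplotlib (v. 3.10.9).

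Alternatives were DESeq2's Wald test with independent filtering, DESeq2 size factors in edgeR, no filter on low counts, a mean normalized count above 25, no fold change limit, a test against the fold change itself (glmTreat), fits of only the groups compared, the mouse number as a block, each mouse left out in turn, other transformations, gene numbers, linkages and distances, MC903 mice split between comparisons, other mice for the choice of genes, camera with an estimated correlation, fry, and another background for enrichment. A run without the 2 libraries of lowest depth, and runs with each mouse left out for further named genes and for the gene lists of RGRN-305 against dexamethasone, were added after the data were seen. The procedure was tested on simulated counts with known changes. Of genes simulated with a 4-fold change, edgeR called 98% to 100% per comparison, and of genes with a 2-fold change 83% to 93%. Of its calls 2.58% to 4.95% were false, and for DESeq2 7.77% to 12.1% were false. The counts were simulated with edgeR's dispersion estimates on the genes it kept, so the tools were not set on equal terms. The changed genes were a small share and left out those of lowest level, so the rates do not cover low-count genes such as Il4 and Il13. Data of human cells, ear thickness, histology and quantitative PCR were not used here. GO and KEGG enrichments of the paper were not recomputed.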

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

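The measures tested for single mice below were not listed before the data were examined; the splits of the mice were. Of 60 sets of values tested for a mouse far from the others of its group, 4 had one, where chance gives about 3.

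Vehicle mouse 2 had counts in 24901 genes, against 26838 to 27999 in the other 5 vehicle mice, and it had the fewest total counts, 13695023. Dexamethasone mouse 1 had a TMM factor of 0.920, against 0.942 to 0.946 in the other 3. Cyp24a1, the vitamin D-degrading enzyme, had counts in vehicle mouse 4 (log2 CPM -0.37) and none in the other vehicle mice. In MC903 mouse 7 it was at a log2 CPM of 11.44, against 10.95 to 11.17 in the other 7.

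Dexamethasone was not compared with MC903 across all genes in the paper. This comparison gave 524 DEGs that were higher and 1187 that were lower with dexamethasone. By the rule for named genes, the largest rises were in Inmt (log2 fold change 9.56), Cyp2e1 (7.30) and Cxcl13 (5.48), and the largest falls were in Reg3g (-6.83) and Cyp2g1 (-5.30). Inmt had 2 counts in all MC903 mice together. Of the 6 counts of Reg3g with dexamethasone 5 were in mouse 3, without which it was at -8.74, and without mouse 2 Cyp2g1 was at -5.98. The glucocorticoid-induced genes Fkbp5 and Tsc22d3 rose by 1.81 and 1.95. Chance is argued against for this count, though 100 splits cannot exclude it. None of the other splits drawn gave more than 357 DEGs, against 1711 for the real groups (1 of 100 splits, the real one, gave as many).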

How the results depend on the processing

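The run without the 2 libraries of lowest depth (vehicle mouse 2 and MC903 mouse 7), the runs without each vehicle, MC903 or RGRN-305 mouse for named genes other than the cytokines and 2 heat shock genes, and those of the gene lists without each RGRN-305 or dexamethasone mouse were chosen after the data were seen. The other alternatives were set before. Of the settings tried for 54 results (DEG counts, cytokines, 2 heat shock genes and summaries), 910 values were kept, 61 moved, 6 newly passed a test and 2 no longer passed. A DEG count was taken as kept when it lay within 1.5 times of the main count. A gene was kept when its direction and side of the threshold were the same. By these rules the 36 results run without the 2 shallow libraries were kept. There 159 DEGs were higher and 537 lower with RGRN-305 than with MC903, against 113 and 629 with all libraries. Depth limits the counts of low-count genes, but it was not compared with other limits.

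Without a filter on low counts, 2743 DEGs were higher with MC903 than with vehicle; 240 were higher and 1274 lower with RGRN-305 than with MC903; 534 were lower with RGRN-305 than with dexamethasone; 828 were higher with dexamethasone than with MC903; and 1362 were lower with RGRN-305 than with vehicle. With a mean normalized count above 25, which tests fewer genes, 1004 were lower with MC903 than with vehicle, 45 were higher with RGRN-305 than with MC903, 233 were higher and 162 lower with RGRN-305 than with dexamethasone, 301 higher and 757 lower with dexamethasone than with MC903, 533 higher and 495 lower with RGRN-305 than with vehicle, and 562 lower with dexamethasone than with vehicle. A test against the fold change itself, which asks for more than the same limit applied afterwards, gave 607 lower for MC903 against vehicle, 4 higher and 120 lower for RGRN-305 against MC903, 68 and 50 for RGRN-305 against dexamethasone, 108 and 320 for dexamethasone against MC903, 353 and 77 for RGRN-305 against vehicle, and 485 and 273 for dexamethasone against vehicle. Without a fold change limit, higher and lower genes numbered 6951 and 7209, 3745 and 3905, 3553 and 3592, 4644 and 4707, 6119 and 5956, and 5331 and 5921 for MC903 against vehicle, RGRN-305 against MC903, RGRN-305 against dexamethasone, dexamethasone against MC903, RGRN-305 against vehicle and dexamethasone against vehicle. The 113 genes higher with RGRN-305 than with MC903 became 59 in a fit of the 2 groups alone and 190 with DESeq2; the cause was not tested.

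Il6, RGRN-305 against MC903, passed the test with the mouse number as a block (log2 fold change -1.26, adjusted p = 0.0348 from edgeR) and in a fit of the 2 groups alone (-1.10, adjusted p = 0.0251); the cause was not tested. Mouse numbers did not pair the mice: same-number pairs of residual profiles had a median correlation of -0.0585, other pairs 0.0103, and 2 of 26 libraries correlated best with one of their own number. With the block, the DEGs of MC903 against vehicle were 1508 higher and 1564 lower, and those of RGRN-305 against MC903 110 and 634.

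With each mouse left out in turn, Il6 for RGRN-305 against MC903 ranged from -1.39 to -0.97 and passed without RGRN-305 mouse 6 or 7. For RGRN-305 against dexamethasone, Il13 ranged from 1.52 to 3.61 and passed in all. Il1b ranged from 0.92 to 2.70 and Il6 from 0.62 to 2.62, both passing without dexamethasone mouse 3, and Hspa1a from 0.31 to 0.42, no longer passing without that mouse. For dexamethasone against MC903, Il6 ranged from -3.71 to -1.71, Il1b from -4.39 to -2.63 and Il13 from -4.97 to -2.88, all passing. There Hspa1a ranged from 0.30 to 0.41 and no longer passed without dexamethasone mouse 1 (0.31, adjusted p = 0.0500 from edgeR). Cmpk2 for RGRN-305 against dexamethasone ranged from -1.83 to 0.11 and changed its sign without dexamethasone mouse 3 (0.11, adjusted p = 0.880 from edgeR). DEGs lower with RGRN-305 than with MC903 ranged from 540 to 693, and those higher from 99 to 128.

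Clustering by 1 minus the Pearson correlation gave an adjusted Rand index of 0.766. The reduction by RGRN-305 of genes raised by MC903 was 46.9% with all mice used for choice and measurement, and the reduction by dexamethasone of lowered genes was 48.4% with genes chosen in the other mice. With MC903 mice split between comparisons, which leaves fewer mice in each, the effect correlations were -0.70 for RGRN-305 with MC903 and 0.57 for RGRN-305 with dexamethasone. With an estimated instead of a preset correlation in camera, which allows for the correlation of genes within a list, the number of lists called fell from 33 to 1 for MC903 against vehicle, from 31 to 0 for RGRN-305 against MC903, from 27 to 5 for RGRN-305 against dexamethasone and from 36 to 1 for dexamethasone against MC903. The fry test of limma asks another question, whether a list moved at all and not whether it moved more than other genes, and for RGRN-305 against MC903 35 lists passed it. For RGRN-305 against dexamethasone, with an estimated correlation and each mouse left out in turn, the 5 lists became 1 without dexamethasone mouse 4 or RGRN-305 mouse 5, 2 without RGRN-305 mouse 1, 4 without RGRN-305 mouse 2 and 6 without dexamethasone mouse 3. Of the list results under all settings, 1139 kept their call, 403 lost it, 32 gained one and 2 moved. Nearly all losses came with the estimated correlation, set against calls with the preset one. There were 120 with all mice and 21 to 26 in each run without a mouse. A mean normalized count above 25 lost 5 calls, no filter on low counts 2 and fry 1. Of the results for other named genes, 14953 kept theirs, 233 lost it, 71 gained one, 57 moved and 1 changed its sign.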

Differences from the paper's values

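No value compared here differed from the paper's: 52 log2 fold changes of named genes in the paper's Table S1 and 12 fold changes read by eye in the paper's figures lay within the errors or within 1.5 times of those computed here. Some statements of the paper are set beside the values below.

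The paper lists IL-6 among the cytokines whose expression RGRN-305 lowered, from quantitative PCR as well as RNA sequencing. The quantitative PCR was not used here. Il6 was lower here in RGRN-305 than in MC903 ears by a log2 fold change of -1.10, but with an adjusted p of 0.0604 from edgeR and 0.0756 from DESeq2. The exact permutation test of this gene alone (p = 0.0042), the fit of the 2 groups alone (adjusted p = 0.0251 from edgeR) and the fit with the mouse number as a block (adjusted p = 0.0348 from edgeR) pass, as do the fits without RGRN-305 mouse 6 or 7. Il1b, Il4 and Il13 passed in edgeR. The paper's discussion also describes strong suppression of Th1 and Th2 cytokines and chemokines in keratinocytes and mice. For mice, its figure shows Il1b, Il4, Il6 and Il13. Of the other genes it measured in keratinocytes, Tslp, Ccl17 and Ccl22 were higher in RGRN-305 than in MC903 ears. Their mean CPM were 104 against 38.7, 4.01 against 2.10, and 13.7 against 10.2. Tnf was at 3.67 against 5.40 CPM and did not pass the test.

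The paper describes the volcano plot of MC903 against vehicle as skewed towards higher genes. At the paper's thresholds 1504 DEGs were higher and 1528 lower, without a larger number on the higher side. Beyond a log2 fold change of 3 there were 622 higher and 99 lower, and a test against the fold change itself gave 1015 higher and 607 lower, both with more genes on the higher side. DESeq2 gave 2125 higher and 1909 lower.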

Other observations

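The tests on muscle, on Tslp and Ccl17 and on sequencing depth for the hair keratins, and the splits of MC903 against vehicle, were chosen after the results were seen; the follicle gene test and the other splits were set before.

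Skeletal muscle genes were lower in MC903 than in vehicle ears, 14 of 14, with a median log2 fold change of -2.47. Other resident tissue fell too, with medians of -2.34 for adipocytes, -1.55 for lymphatic endothelium, -1.30 for Schwann cells, -1.25 for cartilage, -1.14 for fibroblasts, -0.62 for blood endothelium and -0.57 for melanocytes. Dilution of all resident tissue alike is argued against as the whole cause, since these moved apart without muscle being counted: adipocytes fell more than cartilage by a difference in mean log2 CPM of -0.73 (exact permutation p = 0.000999, or 0.0210 when multiplied by the 21 pairs of these lists). Muscle fell more than adipocytes too, by -0.93 (exact permutation p = 0.000999, or 0.0210 when multiplied by 21), but the muscle list was picked for its fall. Uneven amounts of muscle between biopsies, unrelated to treatment, are argued against: the mean log2 CPM of the list differed by -2.86, with vehicle mice at 6.85 to 7.94 and MC903 mice at 3.68 to 4.95 (exact permutation p = 0.000333, or 0.0150 when multiplied by the 45 lists from which this one was picked). With RGRN-305, 10 of the 14 were higher than with MC903 (13 adjusted over the list alone; camera adjusted p = 0.000334, and an adjusted p = 0.351 with an estimated correlation). An effect of the inflammation on muscle may remain as a hypothesis, and a biopsy site or depth that differed by treatment was not tested.

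Tslp and Ccl17, and by a smaller step Ccl22 (0.39 to 0.48 over the alternatives run), were higher with RGRN-305 than with MC903 alone, although many inflammatory genes were lower. Scaling between groups does not account for Tslp, whose log2 fold change was 1.40 or more under TMM, DESeq2 size factors, DESeq2 and no factors; Ccl17 ranged from 0.76 to 1.04 over the alternatives run for it. A larger share of keratinocyte RNA is argued against by basal keratinocyte genes, with a median of -0.19. Cyp24a1, at -0.19 (standard error 0.19), gave no sign of stronger exposure to MC903. It reads the response to MC903, which RGRN-305 may itself alter, so it cannot decide on exposure. With dexamethasone, Tslp was also higher than with MC903 (1.92, adjusted p = 1.1e-06 from edgeR). So was Cyp24a1 (0.95, adjusted p = 0.00128 from edgeR), and stronger exposure stays open there too. Ccl17 did not pass the test with dexamethasone (-0.11, adjusted p = 0.765 from edgeR). No biological explanation was tested.

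Hair keratin genes differed between mice within every group. Low depth as the whole cause is argued against: within groups the Pearson correlation of the mean log2 CPM of the list with log2 total counts was -0.36 (95% interval -0.67 to 0.06, permutation p = 0.138) and, without the 2 shallowest libraries, 0.20 (-0.26 to 0.58). The SD within groups was 1.83, and 1.74 with the trend on depth removed. A part of depth stays open, since the shallowest library had the highest mean in 3 of 4 groups. Reads shared between paralogs are argued against as the whole cause by 7 follicle genes without near-identical copies. The mean of these genes (Hoxc13, Foxn1, Tchh, Padi3, S100a3, Msx2 and Gprc5d) followed that of the hair keratins within groups. The Pearson r was 0.90 (permutation p = 1e-05, the smallest that the permutations can give), and 0.86 without the 2 farthest libraries. By group it was 0.99 in vehicle, 0.90 in MC903, 0.88 in RGRN-305 and 0.36 in the 4 dexamethasone mice. Whether paralogs shared reads was not measured. The phase of the hair cycle in each biopsy may differ between mice, which was not tested.

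Chance is argued against for the DEG counts of the other 5 comparisons, each with 1 of 100 splits drawn, the real one, giving as many. With 100 splits drawn per comparison it cannot be excluded. The real count and the highest of the other splits were 3032 and 1672 for MC903 against vehicle, 742 and 351 for RGRN-305 against MC903, 763 and 118 for RGRN-305 against dexamethasone, 1614 and 1032 for RGRN-305 against vehicle, and 1953 and 738 for dexamethasone against vehicle.

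The paper counted mast cells, Ly6g+ cells and CD4+ cells in stained sections, which were not used here; marker genes of these and other cells were read from the RNA. Against MC903, RGRN-305 lowered 3 of 3 eosinophil genes (median -2.38), 6 of 7 basophil genes (median -1.17) and 6 of 10 genes of dendritic and Langerhans cells (median -0.54), and of 12 mast cell genes 3 were lower and 1 higher (the same when adjusted over each list alone). All 6 melanocyte genes were higher (median 1.13). With an estimated correlation the camera adjusted p was 0.162 for eosinophils and basophils, 0.366 for dendritic cells, 0.725 for mast cells and 0.227 for melanocytes. With dexamethasone, 14 of 14 MHC class II genes were lower than with MC903 (median -2.42; adjusted p = 0.0357 with an estimated correlation), as were 8 of 10 genes of dendritic and Langerhans cells (median -1.84; adjusted p = 0.0739) and 3 of 4 of B and plasma cells (median -1.92; adjusted p = 0.0744), while 8 of 8 adipocyte genes were higher (median 2.01; adjusted p = 0.0618) and 7 mast cell genes were higher and 2 lower.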
